# Divergent fates of antigen-specific CD8^+^ T cell clones in mice with acute leukemia

**DOI:** 10.1016/j.celrep.2021.109991

**Published:** 2021-11-09

**Authors:** Xiufen Chen, Brendan W. MacNabb, Blake Flood, Bruce R. Blazar, Justin Kline

## Abstract

The existence of a dysfunctional CD8^+^ T cell state in cancer is well established. However, the degree to which CD8^+^ T cell fates are influenced by the context in which they encounter cognate tumor antigen is less clear. We previously demonstrated that CD8^+^ T cells reactive to a model leukemia antigen were deleted by antigen cross-presenting type 1 conventional dendritic cells (cDC1s). Here, through a study of T cell receptor (TCR) transgenic CD8^+^ T cells (TCR_Tg101_) reactive to a native C1498 leukemia cell antigen, we uncover a different mode of T cell tolerance in which TCR_Tg101_ undergo progressive expansion and differentiation into an exhausted state. Antigen encounter by TCR_Tg101_ requires leukemia cell major histocompatibility complex (MHC)-I expression and is independent of DCs, implying that leukemia cells directly mediate the exhausted TCR_Tg101_ phenotype. Collectively, our data reveal that leukemia antigens are presented to CD8^+^ T cells via discrete pathways, leading to distinct tolerant states.

## In brief

In order to track antigen-specific CD8^+^ T cell fates in leukemia-bearing hosts, Chen et al. generate a leukemia-specific TCR transgenic mouse (Tg101). They find that leukemia-specific CD8^+^ T cells expand and acquire a profoundly dysfunctional phenotype, which is mediated through direct antigen presentation by leukemia cells.

## INTRODUCTION

CD8^+^ T cells are key effectors of anti-tumor immune responses. In order to evade immune recognition and elimination, cancers exploit pathways that undermine CD8^+^ T cell responses, thereby facilitating cancer progression and metastasis (Gajewski et al., 2006). Although the existence of a dysfunctional CD8^+^ T cell phenotype has been demonstrated across many cancers, the underlying mechanisms and manifestations of T cell dysfunction are varied. Moreover, the degree to which tumor-specific CD8^+^ T cell fates are shaped by unique interactions with antigen-presenting cells (APCs) has not been well-defined.

Our group has been focused on characterizing immune evasion mechanisms in hosts with hematologic malignancies. We previously demonstrated in leukemia-bearing mice that cross-presentation of a leukemia-specific antigen by splenic CD8α^+^ type 1 conventional dendritic cells (cDC1s) induced the deletion of a CD8^+^ T cell population expressing a high-affinity T cell receptor (TCR; referred to as TCR_2C_) (Kline et al., 2018; Zhang et al., 2013). Interestingly, presentation of the antigen by cDC1s in draining lymph nodes (dLNs) of mice with locally implanted tumors derived from the same leukemia cells resulted in the robust activation of the identical CD8^+^ T cell population (Kline et al., 2018; Zhang et al., 2013), revealing that the environmental context in which a tumor antigen is encountered can confer drastically disparate CD8^+^ T cell functional states.

In order to elucidate the extent to which deletion was a fate shared by other leukemia-specific CD8^+^ T cells, we generated a TCR transgenic mouse strain (referred to as Tg101) harboring a clonal CD8^+^ T cell population specific for a naturally expressed, major histocompatibility complex (MHC) class I-restricted antigen on murine C1498 leukemia cells. In striking contrast to our previous observations (Zhang et al., 2013), CD8^+^ T cells from Tg101 mice (TCR_Tg101_) expanded to relatively large numbers in leukemia-bearing animals rather than being deleted. However, TCR_Tg101_ expansion in this context was accompanied by the progressive acquisition of an exhausted phenotype that could not be effectively reversed. Interestingly, the *in vivo* differentiation of TCR_Tg101_ into an exhausted state occurred independently of DCs but rather required direct presentation of cognate antigen by leukemia cells. These results reveal that multiple mechanisms mediate CD8^+^ T cell tolerance in leukemia and further highlight that the context in which a CD8^+^ T cell encounters its cognate leukemia antigen is a critical factor in determining the subsequent tolerance phenotype that ensues.

## RESULTS

### TCR_Tg101_ develop along the CD8 lineage and are leukemia specific

Tg101 transgenic mice were generated from TCR-α and -β chains of a CD8^+^ T cell clone (T15) specific for an undefined antigen expressed by C1498 leukemia cells (Boyer et al., 1997). Tg101 mice were born in Mendelian ratios, developed normally, and showed no gross symptoms or signs of poor health. Tg101 mice were crossed onto a *Rag2*^−/−^ background to prevent rearrangement of endogenous TCR-α and -β loci. Thymocytes from *Rag2*^−/−^ Tg101 mice developed into CD8 single-positive cells (Figures S1A–S1C), and TCR_Tg101_ were uniformly CD8^+^ in secondary lymphoid organs (SLOs) (Figures S1D–S1F). TCR_Tg101_ exhibited no evidence of self-reactivity and maintained a naive phenotype that persisted in SLOs of older mice (Figures S1G–S1K).

To confirm their specificity for syngeneic C1498 leukemia cells, CellTrace Violet (CTV)-labeled TCR_Tg101_ were cultured with C1498 cells or with other syngeneic cancer cell lines, including B16.F10 melanoma and EL4 thymoma, or with splenocytes from C57BL/6 mice. CTV dilution of TCR_Tg101_ occurred only upon co-culture with C1498 cells but not with B16.F10 cells, EL4 cells, or C57BL/6 splenocytes (Figure 1A), indicating that TCR_Tg101_ specifically recognize an antigen expressed on C1498 leukemia cells. Because TCR_Tg101_ failed to proliferate when co-cultured with syngeneic splenocytes and maintained a naive phenotype in Tg101 transgenic mice, it is unlikely that their cognate antigen is derived from a normal self-protein. Together, these results suggest that TCR_Tg101_ recognize a leukemia-specific antigen.

C1498 cells deficient in the MHC class I molecules H2-K^b^ (K^b^) or H2-D^b^ (D^b^) were generated in order to define the restricting MHC class I molecule for the Tg101 antigen (Figure 1B). Only *K*^*b*−/−^, but not parental or *D*^*b*−/−^ C1498, cells were incapable of stimulating proliferation of TCR_Tg101_ *in vitro*, demonstrating that TCR_Tg101_ recognize a K^b^-restricted leukemia antigen (Figure 1C). Importantly, parental C1498 cells, but not C1498 *K*^*b*−/−^ cells, were susceptible to TCR_Tg101_-mediated killing *in vitro* (Figures 1D and 1E). Thus, TCR_Tg101_ recognize a leukemia-specific antigen directly presented by C1498 leukemia cells and, in doing so, are capable of eliminating C1498 cells *in vitro*.

### TCR_Tg101_ accumulate and acquire an exhausted phenotype in leukemia-bearing hosts

After confirming TCR_Tg101_ specificity for C1498 leukemia cells, their behavior in leukemia-bearing mice was characterized. Adoptive transfer of TCR_Tg101_ activated *in vitro* with anti-CD3 and anti-CD28 antibodies modestly extended the survival of C1498-challenged mice by approximately 8 to 9 days (Figure 2A). Conversely, adoptive transfer of large numbers of naive TCR_Tg101_ had no impact on the survival of leukemia-bearing mice (Figure 2B), which was suggestive of an acquired tolerant state among TCR_Tg101_ *in vivo*. For comparison, adoptive transfer of naive or *in vitro*-activated TCR_2C_ failed to extend the survival of leukemia-bearing mice (Figures S2A and S2B). To further investigate the hypothesis that TCR_Tg101_ acquired a dysfunctional phenotype in leukemia-bearing hosts, the fate of naive CTV-labeled TCR_Tg101_ was assessed following adoptive transfer into C57BL/6 hosts that received an intravenous (i.v.) challenge with C1498 cells the following day. 7 days later, TCR_Tg101_ remained largely undivided and had not upregulated CD44 expression in the spleen, where we have previously demonstrated leukemia antigen cross-presentation occurs (Kline et al., 2018). In the liver, which is a primary site of leukemia progression in the C1498 model (Zhang et al., 2009), very few TCR_Tg101_ had proliferated, although a subset began to express CD44 (Figures 2C–2G), indicating that most TCR_Tg101_ had not yet encountered cognate antigens. Expression of co-inhibitory receptors (PD-1, LAG-3, TIM3, TIGIT) on TCR_Tg101_ was negligible at this time point (Figure 2I). By day 13, a fraction of TCR_Tg101_ had begun to proliferate and upregulate CD44 expression (Figures 2C–2G), and a subset expressed PD-1 and LAG-3 (Figures 2H and 2I). Finally, at days 17 to 18, TCR_Tg101_ had proliferated extensively, particularly in livers of leukemia-bearing animals (Figures 2C–2G). At this late time point, the majority of TCR_Tg101_ were CD44^+^, PD-1^+^, and LAG-3^+^, and many co-expressed TIM3 and TIGIT (Figure 2I). Between days 7 and 18, TCR_Tg101_ expanded up to 16-fold in livers of leukemia-bearing mice (Figure 2G). The expansion and upregulation of co-inhibitory receptors by TCR_Tg101_ is in contrast to previous observations with TCR_2C_, which were rapidly and efficiently deleted in mice with leukemia (Kline et al., 2018; Zhang et al., 2013), and is consistent with the acquisition of a dysfunctional phenotype.

To directly assess the functional capacity of TCR_Tg101_ in mice with advanced leukemia, mononuclear cells were isolated from livers of leukemia-bearing mice 14 and 18 days following TCR_Tg101_ adoptive transfer (13 to 17 days following C1498 cell challenge) and were restimulated *ex vivo* with anti-CD3 and anti-CD28 antibodies or phorbol 12-myristate 13-acetate (PMA) and ionomycin. TCR_Tg101_ produced non-significantly lower levels of tumor necrosis factor (TNF)α and interferon (IFN)γ (or both) than endogenous CD8^+^ T cells at day 14 (Figure 2J–2M). At day 18, effector cytokine production by TCR_Tg101_ had further declined, and when compared with endogenous CD8^+^ T cells, TCR_Tg101_ expressed significantly lower levels of TNFα and tended to also be poorer producers of IFNγ (Figures 2N–2P). Importantly, a significantly smaller proportion of TCR_Tg101_ produced both effector cytokines at this time point (Figure 2Q). Lack of polyfunctional cytokine production has been recurrently observed in dysfunctional tumor-infiltrating CD8^+^ T cells (Ahmadzadeh et al., 2009; Sakuishi et al., 2010; Thommen and Schumacher, 2018). Granzyme B (GzmB) expression induced by *ex vivo* restimulation with anti-CD3 and anti-CD28 antibodies was similar in liver-infiltrating TCR_Tg101_ and endogenous CD8^+^ T cells (Figures S3A–S3C). Interestingly, *ex vivo* restimulation of TCR_Tg101_ with C1498 cells failed to activate effector cytokine production or GzmB expression. However, restimulation of TCR_Tg101_ with C1498 cells engineered to express the T cell co-stimulatory molecule B7.1 (C1498.B7.1) induced cytokine production and GzmB expression, albeit to a lesser degree than anti-CD3 and anti-CD28 antibodies (Figures S3A–S3C).

To determine the extent to which extrinsic inhibitory signals delivered by C1498 cells or other immune cells present after Ficoll-based enrichment of liver-resident mononuclear cells were extrinsically mediating the poor effector function of *ex vivo* restimulated TCR_Tg101_, liver-resident CD8^+^ T cells (including TCR_Tg101_) were purified via positive selection at day 18 following C1498 challenge. The function of purified or bulk endogenous CD8^+^ T cells and TCR_Tg101_ was examined following *ex vivo* restimulation with anti-CD3 and anti-CD28 antibodies. TNFα production by purified endogenous CD8^+^ T cells and TCR_Tg101_ was slightly higher than the same T cell populations restimulated in the presence of contaminating immune cells and C1498 cells (bulk) while IFNγ production was unaffected (Figures S3D–S3F), suggesting that the acquired dysfunction of TCR_Tg101_ was largely cell intrinsic.

To directly examine the cytolytic capability of TCR_Tg101_ in leukemia-bearing animals, CTV^hi^ (naive/undivided) and CTV^lo^ (dysfunctional) TCR_Tg101_ (CD45.1.2) were separately fluorescence-activated cell sorting (FACS)-purified from livers of leukemia-bearing mice 18 days after adoptive transfer (see Figure 4A) and cultured with equal numbers of C1498 cells and EL4 cells (both CD45.2) labeled with 2 different CTV concentrations. As a positive control for C1498 cell cytolysis, TCR_Tg101_ isolated from naive Tg101 mice were restimulated *in vitro* with anti-CD3 and anti-CD28 antibodies or with gamma-irradiated C1498.B7.1 cells for 3 days prior to co-culture with CTV-labeled C1498 cells and EL4 cells. As a negative control for C1498 cell cytolysis, unstimulated TCR_Tg101_ freshly isolated from naive Tg101 mice were utilized. Specific lysis was measured by comparing relative proportions of viable C1498 and EL4 cells after a 20-hour co-culture with the indicated TCR_Tg101_ populations, compared with those present in culture wells lacking TCR_Tg101_. As expected, unstimulated TCR_Tg101_ from control Tg101 mice failed to eliminate C1498 cells, while *in vitro* anti-CD3 and anti-CD28 antibody-stimulated and C1498.B7.1-stimulated TCR_Tg101_ from control Tg101 mice effectively and specifically killed C1498 cells (Figure 2R). CTV^hi^ TCR_Tg101_ from livers of leukemia-bearing mice poorly lysed C1498 cells, which was not surprising given that they were likely of a naive phenotype. Finally, CTV^lo^ TCR_Tg101_ from livers of leukemia-bearing animals were also unable to effectively kill C1498 cells directly *ex vivo* (Figure 2R), despite their inducible expression of GzmB (Figures S3A and S3C). Collectively, these observations indicated that as TCR_Tg101_ expanded in leukemia-bearing animals, they concomitantly acquired a dysfunctional phenotype.

Although TCR_Tg101_ exhibited clear evidence of functional impairment, particularly at late stages of the disease, they largely retained proliferative capacity. Only TCR_Tg101_, having undergone greater than 6 to 7 cell divisions, showed decreased BrdU incorporation (Figures S3G and S3H). Furthermore, while a small subset of TCR_Tg101_ expressed activated caspase 3, most were viable, suggesting that the acquisition of effector dysfunction was not necessarily associated with the induction of apoptosis (Figures S3I and S3J). These results demonstrate that proliferative capacity and effector function were largely uncoupled in TCR_Tg101_ until the point at which the dysfunctional program was fully established—an observation previously described among antigen-specific CD8^+^ T cells in tumors (Schietinger et al., 2016).

### Dysfunctional TCR_Tg101_ acquire a transcriptional program canonically associated with T cell exhaustion

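TCR_Tg101_ are CD8+ T cells with a transgenic receptor for an antigen of C1498, a murine leukemia line. Cells sorted by flow cytometry gave 11 RNA-seq libraries for the comparisons of Figure 3. Of these, 3 were from control mice (2 at day 0 and 1 from a leukemia-free mouse at day 18) and 1 was from undivided TCR_Tg101_ at day 18. The other 7 were from livers of leukemia-bearing mice and comprised 2 early, 3 mid and 2 late libraries. The sample labels give day 7 for the early libraries, where the paper gives days 6 to 7, days 13 and 14 for the mid libraries, and days 16 and 18 for the late libraries. The labels place the control and undivided libraries in spleen, so leukemia and tissue changed together in every comparison of liver libraries with the controls. The libraries were made from 19 sequencing runs, and runs of the same library were summed and counted as 1 sample. Runs of one library differed by more than sampling noise, with a mean chi-square per gene of 1.82 to 27.8 (median 2.33) over 8 pairs of runs. Between different libraries of one condition it was 68.3 to 486.2 (median 279.7) over 15 pairs of runs, which came from 6 pairs of libraries. The authors deposited kallisto's estimated count for each transcript. These were summed per gene with the GENCODE vM21 annotation of GRCm38 and rounded, and 116622 transcripts (98.2%) were assigned to a gene. Estimated counts per library ranged from 28320039 to 65615912 in controls (median 49965572), from 30276723 to 38324722 at the early time point (median 34300722), from 28413340 to 71358287 at the mid time point (median 29183884) and from 37454771 to 64103320 at the late time point (median 50779045), with 29079942 for the undivided library. The 14600 genes with at least 10 counts in at least 6 of the 11 libraries were tested. Counts were scaled by TMM and compared with edgeR, with the group and the library series in the model. The series was read from the sample titles (TG or XC) and taken as the sequencing batch. Each of the control, mid and late groups had 1 library in the TG series, and both early libraries were in the XC series.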

To identify molecular programs associated with the observed dysfunctional TCR_Tg101_ phenotype, RNA sequencing (RNA-seq) was performed on TCR_Tg101_ isolated from livers of leukemia-bearing mice at several time points following adoptive transfer (days 6 to 7, 13 to 14, and 16 to 18) and on TCR_Tg101_ from control (leukemia-free) mice (Figure 3A). 

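In the rlog values of the 14600 genes, after removal of the series effect, the first principal component held 69.6% of the variance and the second 10.9%. The share of the first component moved most when the series effect was kept, to 60.2%. On the first component the 3 control libraries lay at -55.4, -45.5 and -42.0. The mid libraries lay at 22.8, 42.4 and 40.3, and the late libraries at 48.6 and 53.9. The undivided library lay at -36.4, near the controls. The second component placed the day 0 controls at 27.8 and 23.5 and the day 18 control at -14.7. When the 3 control libraries were tested against the 5 mid and late libraries together, 7469 genes changed (3700 up and 3769 down) at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.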

Principal-component analysis (PCA) indicated that TCR_Tg101_ from control animals, and those from leukemia-bearing animals at mid (days 13 to 14) to late (day 16 to 18) time points, exhibited very different transcriptional programs (Figure 3B). 

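Euclidean distances were taken over the same rlog values, and n counts pairs of libraries. Control libraries lay 46.8 apart on average (37.5 to 52.1, n = 3). Their mean distance was 91.5 (74.5 to 107.3, n = 9) to the mid libraries and 105.4 (100.5 to 117.1, n = 6) to the late libraries, so the smallest control-to-mid distance exceeded the largest distance between controls. The mid libraries lay 33.8 to 40.1 apart (n = 3), the late libraries 34.1 apart (n = 1), and the mid and late libraries 38.3 to 53.8 apart (n = 6). Complete linkage into 2 clusters put 5 libraries in the cluster of the control mice, namely the 3 controls, the undivided library and early replicate 2. The other 6 libraries, early replicate 1 with all mid and late libraries, formed the other cluster. Average linkage gave the same division.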

Complete clustering of the samples based on Euclidean distance revealed 2 distinct TCR_Tg101_ clusters, including one containing TCR_Tg101_ from control mice, and the other containing TCR_Tg101_ isolated from leukemia-bearing mice at mid and late time points (Figure 3C). Interestingly, one early (days 6 to 7) time point TCR_Tg101_ sample clustered with TCR_Tg101_ from control mice, while the other day-6-to-7 TCR_Tg101_ sample clustered with day-13-to-14 TCR_Tg101_ from leukemia-bearing mice (Figures 3B and 3C), likely indicating that TCR_Tg101_ had already encountered leukemia antigen in one sample but not the other. 

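Each library was placed on the line from the mean of the controls (0) to the mean of the mid and late libraries (1), with a library left out of the mean it was compared with. Early replicate 1 lay at 0.706 and early replicate 2 at 0.102. The difference between them exceeded the SD of the control positions (0.152, n = 3). Controls lay at -0.0987 and 0.0648 (day 0) and 0.206 (day 18), the undivided library at 0.168, the mid libraries at 0.746, 0.989 and 0.978, and the late libraries at 1.04 and 1.15. The Euclidean distance between the early libraries was 72.0, larger than any distance between control libraries. *Pdcd1* was at 149.5 CPM (scaled by TMM) in early replicate 1 and 2.57 in replicate 2, *Ifng* at 102.0 and 1.53, and *Gzmb* at 221.3 and 4.95. Both early libraries were of one series, and the labels give both the same day and tissue.

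**Figure D1:**
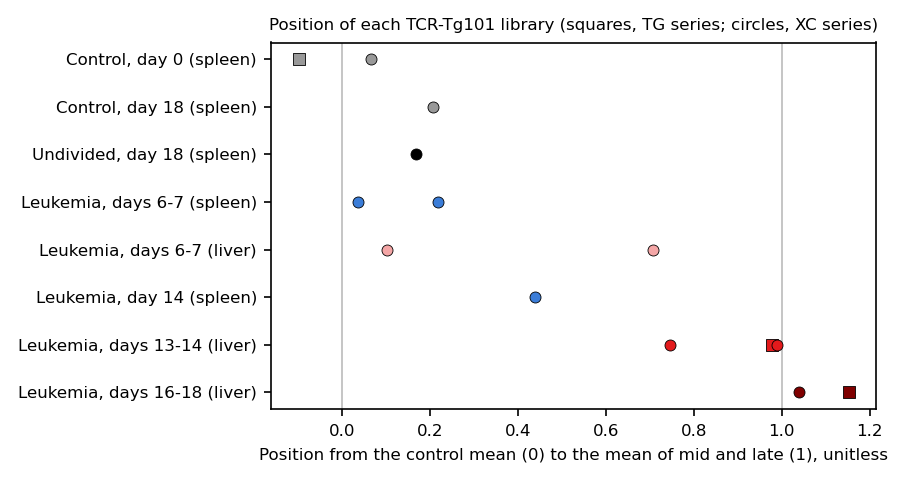
Position of each library (horizontal axis, no unit) by group (vertical axis) on the line from the control mean at 0 to the mean of the mid and late libraries at 1. Spleen libraries of leukemia-bearing mice are also shown. Squares are libraries of the TG series and circles libraries of the XC series, and the early liver libraries lie at 0.706 and 0.102.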

In order to identify differentially expressed genes by TCR_Tg101_ at specific time points during the course of leukemia progression, we performed pairwise comparisons of gene expression profiles at the time points indicated above (Figure S4). 

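Changes were counted at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between mid and control libraries 4567 genes changed (2532 up and 2035 down), and between late and control libraries 5475 changed (2896 up and 2579 down). Of these, 3782 changed in both comparisons, 3781 of them in the same direction. No gene passed the threshold between early and control libraries (0 genes, smallest adjusted p 0.455), although 1493 genes had an unadjusted p under 0.05. The count was also 0 for mid versus early (2412 genes at an unadjusted p under 0.05), late versus early (4126) and late versus mid (780). Without the series term, the mid versus control count fell to 1385, the alternative that moved it most while all libraries were kept. The mid versus control comparison rested on few libraries, since between 0 and 3153 genes passed when 1 control or mid library was left out. The late versus control count fell to 19 without control replicate 2. It was 3415 without control replicate 1 and 4191 without control replicate 3. Within the TG series there was 1 library per group, too few for a test. Within the XC series, all its libraries of Figure 3 were fitted together and the 2 control and 2 mid libraries compared. This gave 0 genes at the adjusted threshold and 3585 at an unadjusted p under 0.05. The spread in this fit came from the control, early and mid pairs, and the 2 early libraries lay far apart. The count of 0 therefore does not show that the change was absent in this series. The log2 differences from control in the 2 series correlated across the 14600 genes, which are not independent replicates, with a Pearson r of 0.799 for mid and 0.818 for late libraries. Of the genes that changed, 4566 (mid) and 5471 (late) had the same direction in both series, as had 81.7% and 83.0% of all tested genes. The changed genes were chosen by a test on these same libraries, which favours genes with 1 direction in both series. Only the shares of all tested genes are free of that selection.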

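The 6 comparisons between the control, early, mid and late groups had 6260 genes with an adjusted p under 0.05 in at least 1 of them by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All came from the comparisons of the mid and late libraries with the controls, of which 1693 changed only in late and 785 only in mid libraries. With DESeq2's Wald test in the same model the total was 7242 genes, 6163 of them among the 6260, and without the series term it was 2843, of which 2842 were among them.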

In total, 4,075 genes were significantly differentially expressed across all pairwise comparisons (Table S1).

To identify gene modules potentially involved in the regulation of TCR_Tg101_ dysfunction, we performed a weighted gene correlation network analysis (Langfelder and Horvath, 2008), an unbiased analysis of gene co-regulation previously utilized to define transcriptional networks associated with CD8^+^ T cell exhaustion in the context of chronic viral infection (Doering et al., 2012). 

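The network was rebuilt from the rlog values, after removal of the series effect, of the 7300 tested genes with the highest variance. Correlations between genes over the 11 libraries were turned into a signed adjacency with a soft power of 14 and then into topological overlap, which is high for genes that correlate with the same other genes. Average linkage of this overlap was divided into 12 clusters at a fixed number, in place of the dynamic tree cut of the WGCNA package, which was not used here.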

Here, 2 major gene modules were observed—one defined by gene transcripts that were progressively upregulated (indicated in blue in Figures 3D and 3E) and another characterized by gene transcripts that were progressively downregulated over the course of the experiment (indicated in turquoise). 

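The largest of the 12 clusters held 3683 genes. Its mean z-score over genes rose from -0.841 in control libraries to -0.279 in early, 0.615 in mid and 0.956 in late libraries, with -0.673 in the undivided library. Its early mean joined a value of 0.292 in early replicate 1 and -0.850 in replicate 2. The next cluster held 3572 genes and had mean z-scores of 0.829 in control, 0.538 in undivided, 0.260 in early, -0.601 in mid and -0.871 in late libraries. Together they held 7255 of the 7300 genes (99.4%), and the other clusters held 1 to 15 genes each. Membership of the rising or falling cluster therefore tells little beyond whether a gene was higher or lower than in controls. *Nr4a1*, for example, was in the rising cluster, although its mean went from 496.0 CPM in mid to 154.2 in late libraries. Ward linkage divided the genes more evenly, with 2189 genes (30.0%) in its 2 largest clusters. Gene by gene, the group means rose at each step from control through early and mid to late for 2101 genes (28.8%) and fell at each step for 1828 (25.0%). The early mean in these counts combined the 2 unlike early libraries, near the controls and near the mid libraries. This tends to place it between those groups, so the counts do not by themselves show a gradual change from control to mid.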

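Early-specific patterns were counted over the 7300 genes of the network. The mean of the early libraries was above the control, mid and late means for 769 genes (10.5%) and below all of them for 857 (11.7%). A random order of the groups would give 25.0% each way. The early mean combined 2 libraries that lay far apart, near the controls and near the mid libraries. This tends to place it between those groups, so these shares cannot decide how many genes changed transiently. Both early libraries were above each of the 8 control, mid and late libraries for 65 genes (0.89%), and both were below each of them for 157 genes (2.15%).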

2 minor gene clusters containing genes that were transiently up- or downregulated (purple and navy, respectively) in TCR_Tg101_ early in leukemia-bearing mice were also identified (Figures 3D and 3E). Within the module that contained significantly upregulated genes were several encoding co-inhibitory receptors, including *Pdcd1, Tigit, Lag3,* and *Ctla4* (Figure 3F). 

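All 4 genes were in the rising cluster, and each late library was above each control library. The adjusted p-values here are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, late versus control. *Pdcd1* (ENSMUSG00000026285.7, GRCm38 chromosome 1, 94038305 to 94052553, reverse strand) rose from 1.62 ± 0.681 CPM (SD, n = 3) in controls to 722.9 ± 302.3 (SD, n = 2) in late libraries, a log2 fold change of 8.77 (standard error 1.54, adjusted p = 0.0116). *Tigit* (ENSMUSG00000071552.5, chromosome 16, 43648867 to 43664146, reverse strand) rose from 1.91 ± 1.23 to 147.2 ± 87.7 CPM, a log2 fold change of 6.06 (standard error 0.73, adjusted p = 0.00809). *Lag3* (ENSMUSG00000030124.2, chromosome 6, 124904361 to 124911705, reverse strand) rose from 0.530 ± 0.338 to 128.0 ± 40.6 CPM, a log2 fold change of 7.82 (standard error 1.41, adjusted p = 0.0121). *Ctla4* (ENSMUSG00000026011.13, chromosome 1, 60887000 to 60915832, forward strand) rose from 14.4 ± 13.1 to 206.5 ± 109.5 CPM, a log2 fold change of 3.89 (standard error 1.18, adjusted p = 0.0382). Within the TG series *Pdcd1* was at 936.7 CPM in the late and 1.10 in the control library, and within the XC series at 509.2 in the late library and 1.37 and 2.39 in the controls. With 1 control or late library left out, the log2 fold change stayed between 8.27 and 9.33 for *Pdcd1* and between 2.91 and 5.14 for *Ctla4*. With 1 control library left out, the adjusted p ranged from 0.0277 to 0.0623 for *Pdcd1*, above 0.05 only without control replicate 2, and from 0.0575 to 0.105 for *Ctla4*. *Ctla4* also had an adjusted p of 0.0565 against the day 0 controls alone.

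**Figure D2:**
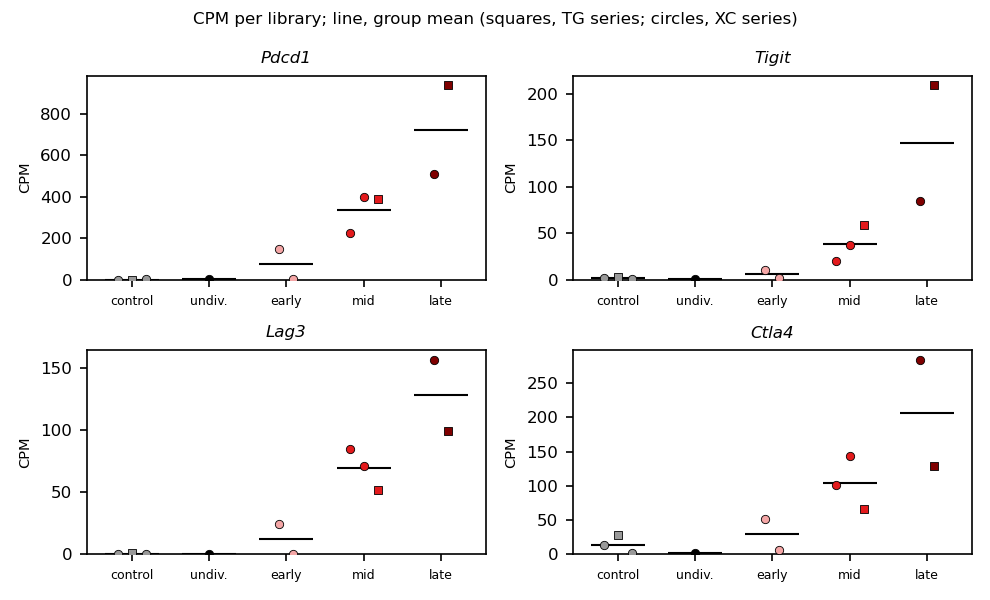
CPM (vertical axis, linear) of *Pdcd1*, *Tigit*, *Lag3* and *Ctla4* in each library by group (horizontal axis). Points are libraries, squares for the TG and circles for the XC series, and lines are group means, which for *Pdcd1* are 1.62 in control and 722.9 in late libraries.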

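*Ifng*, *Gzma*, *Gzmb*, *Gzmc* and *Prf1* all fell in the rising cluster. The late versus control values that follow carry adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Ifng* (ENSMUSG00000055170.4, GRCm38 chromosome 10, 118441046 to 118445892, forward strand) had a log2 fold change of 6.22 (standard error 1.37, adjusted p = 0.0163). *Gzmb* (ENSMUSG00000015437.5, chromosome 14, 56258838 to 56262260, reverse strand) had one of 8.92 (standard error 1.50, adjusted p = 0.0110), and *Prf1* (ENSMUSG00000037202.6, chromosome 10, 61297833 to 61304680, forward strand) one of 2.16 (standard error 0.37, adjusted p = 0.00997). For *Gzma* (ENSMUSG00000023132.8, chromosome 13, 113093825 to 113100981, reverse strand) it was 5.26 (standard error 1.49, adjusted p = 0.0307), from 5.66 ± 4.55 CPM (SD, n = 3) in controls to 252.4 ± 118.6 (SD, n = 2) in late libraries. The *Gzma* controls were uneven, at 9.00 and 7.50 CPM on day 0 and 0.478 on day 18, and against the day 0 controls alone the adjusted p was 0.0594. *Gzmc* (ENSMUSG00000079186.3, chromosome 14, 56231441 to 56234656, reverse strand) was low, at 0.0627 ± 0.0395 CPM in controls and 3.76 ± 1.87 in late libraries, with a log2 fold change of 5.78 (standard error 1.11, adjusted p = 0.0122). For *Gzmc*, 2 of the 3 control libraries held 3 counts or fewer. Its transcripts share 14.8% of their 31-base words with other genes, most of them with *Gzme*, so its estimated count is less certain.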

Somewhat surprisingly, genes also contained within this cluster were those encoding effector cytokines (*Ifng*) and cytolytic molecules (*Gzma, Gzmb, Gzmc, Prf1*). Finally, within this cluster were genes encoding transcription factors previously associated with T cell exhaustion or anergy, including *Tox, Nr4a* family members, *Egr3*, and *Cblb* (Chen et al., 2019a; Doering et al., 2012; Jadhav et al., 2019; McLane et al., 2019; Philip et al., 2017; Seo et al., 2019; Sowell and Kaech, 2016). Conversely, within the module containing significantly downregulated genes were those encoding for transcription factors such as *Tcf7* and *Foxo1*, which antagonize terminal differentiation into a dysfunctional state (Figure 3F) (Chen et al., 2019b; Delpoux et al., 2018; Sade-Feldman et al., 2018; Siddiqui et al., 2019). 

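The adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, late versus control, with n = 3 control and 2 late libraries. *Tox* (ENSMUSG00000041272.11, GRCm38 chromosome 4, 6686353 to 6991557, reverse strand) rose from 54.3 ± 23.0 to 201.0 ± 91.7 CPM (SD), a log2 fold change of 2.10 (standard error 0.26, adjusted p = 0.00681). *Nr4a2* (ENSMUSG00000026826.13, chromosome 2, 57106830 to 57124003, reverse strand) rose from 9.53 ± 2.80 to 173.6 ± 13.4 CPM, a log2 fold change of 4.17 (standard error 0.93, adjusted p = 0.0170). The other genes did not pass an adjusted p of 0.05 at the late time point. *Nr4a3* (ENSMUSG00000028341.9, chromosome 4, 48045153 to 48086447, forward strand) had a log2 fold change of 2.33 (standard error 1.01, adjusted p = 0.102), and *Egr3* (ENSMUSG00000033730.4, chromosome 14, 70077203 to 70082614, forward strand) one of 2.08 (standard error 0.87, adjusted p = 0.0936), although both late libraries were above every control for each of these genes. *Cblb* (ENSMUSG00000022637.11, chromosome 16, 52031225 to 52208048, forward strand) had a log2 fold change of 0.78 (standard error 0.33, adjusted p = 0.0875). For *Nr4a1* (ENSMUSG00000023034.7, chromosome 15, 101254269 to 101274795, forward strand) it was 0.77 (standard error 1.01, adjusted p = 0.558), and the late libraries, at 186.8 and 121.7 CPM, overlapped the controls, at 127.4, 99.8 and 37.1. Within each series, however, the late library was above the controls, at 186.8 against 127.4 in the TG series and at 121.7 against 99.8 and 37.1 in the XC series. The same held for *Cblb*, at 130.3 against 110.7 CPM in the TG series and 425.7 against 227.2 and 155.5 in the XC series. With DESeq2's Wald test *Egr3* passed (adjusted p = 0.0123). The edgeR fit shared 1 spread over all groups, among them the 2 early libraries, which lay far apart. With early replicate 1 or 2 left out of that fit, *Nr4a3* (0.0104 and 0.0109) and *Egr3* (0.0188 and 0.0200) passed. These settings were chosen after the values were seen. *Nr4a1* (0.375 each) and *Cblb* (0.0539 and 0.0542) did not pass under them. All 6 genes were in the rising cluster.

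**Figure D3:**
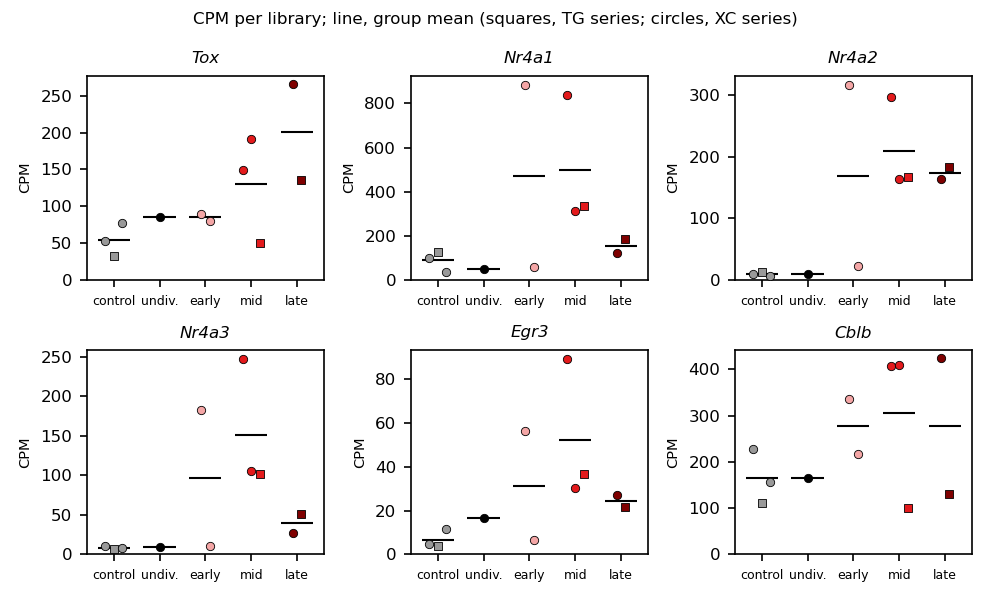
CPM (vertical axis, linear) of *Tox*, *Nr4a1*, *Nr4a2*, *Nr4a3*, *Egr3* and *Cblb* in each library by group (horizontal axis). Points are libraries, squares for the TG and circles for the XC series, lines are group means, and the late libraries of *Nr4a1* lie at 186.8 and 121.7 CPM.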

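*Tcf7* (ENSMUSG00000000782.15, GRCm38 chromosome 11, 52252371 to 52283014, reverse strand) went from 1400 ± 354.2 CPM (SD, n = 3) in controls to 785.1 ± 211.7 (SD, n = 3) in mid and 706.3 ± 114.6 (SD, n = 2) in late libraries. Its log2 fold change, late versus control, was -0.87 (standard error 0.39), with an adjusted p of 0.102 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both late libraries were below every control, at 625.3 and 787.3 CPM. With early replicate 1 or 2 left out of the fit, the adjusted p of *Tcf7* was 0.00542 and 0.00551 by the same test. These settings were chosen after the values were seen. *Foxo1* (ENSMUSG00000044167.6, chromosome 3, 52268336 to 52353221, forward strand) went from 421.3 ± 75.2 CPM in controls to 157.9 ± 42.0 in mid and 123.9 ± 33.7 in late libraries. Its log2 fold change was -1.71 (standard error 0.39, adjusted p = 0.0152 by the same test). With each control or late library left out, it stayed between -1.85 and -1.54 for *Foxo1* and between -1.02 and -0.69 for *Tcf7*, and without control replicate 2 the adjusted p of *Foxo1* was 0.0799. Both genes were in the falling cluster.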

Although these gene expression patterns suggest that TCR_Tg101_ acquire an exhausted phenotype in leukemia-bearing mice, they could also be consistent with the induction of CD8^+^ T cell anergy, as significant overlap exists among gene sets associated with various dysfunctional T cell states (Waugh et al., 2016). 

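The results text and Figure 3F name 39 genes for these data. At an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 28 of the 39 changed in late versus control libraries with adjustment over all tested genes, and 31 with adjustment over the 39 alone. As the list was drawn by the paper from the same libraries, the latter count shows no stability. The 26 genes shown in blue were all higher in late than in control libraries, 19 of them past the threshold, and all 26 were in the rising cluster. The 6 genes shown in turquoise were all lower, 5 of them past the threshold, and 5 were in the falling cluster. *Foxp1* was not among the 7300 genes of the network. As the rising and falling clusters held 99.4% of those genes, these memberships add little to the directions. Of the 47 genes named here, which are the 39 and others chosen by size of change, 36 had an adjusted p under 0.05, and none of the 36 kept it without control replicate 2. From the rise of genes for co-inhibitory receptors and exhaustion-associated transcription factors, and the fall of genes that antagonize terminal differentiation, the paper proposes an exhausted state, and notes that the same patterns could also fit anergy.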

Together, these results implied that the hyporesponsive TCR_Tg101_ phenotype was coupled with transcriptional changes previously associated with T cell exhaustion/dysfunction.

Direct analysis of co-inhibitory receptor and transcription factor protein expression in TCR_Tg101_ from livers of late-stage, leukemia-bearing mice was next performed to validate key RNA-seq findings. Consistent with previous observations (Figures 2H and 2I) and RNA-seq analysis, PD-1 and LAG-3 were upregulated on TCR_Tg101_ in a manner that directly correlated with *in vivo* proliferation (Figures 3G–3I). Furthermore, Eomes was highly upregulated in TCR_Tg101_ upon antigen encounter and during early rounds of proliferation but was subsequently downregulated with continued TCR_Tg101_ expansion (Figures 3G and 3J). A similar but delayed pattern was observed for TCF1, a transcription factor associated with “stem-like” properties and responsiveness to PD-1 blockade therapy among CD8^+^ tumor-infiltrating lymphocytes (Sade-Feldman et al., 2018; Siddiqui et al., 2019). TCF1 expression was high in naive TCR_Tg101_ and those undergoing early proliferation but decreased significantly in TCR_Tg101_ that had proliferated extensively (Figures 3G and 3K). Conversely, transcription factors associated with CD8^+^ T cell dysfunction/exhaustion, including Egr2 and Tox (Scott et al., 2019; Zheng et al., 2012), were upregulated in TCR_Tg101_ following antigen encounter. Egr2 expression showed an earlier peak, whereas Tox expression was upregulated at a point where most TCR_Tg101_ had undergone 4 or more divisions (Figures 3G and 3K). Endogenous CD8^+^ T cells in livers of leukemia-bearing mice showed 2 clear populations of Tox and TCF1 expression (TCF1^+^Tox^−^ and TCF1^−^Tox^+^), suggesting that TCF1 downregulation was associated with Tox expression, as might be expected (Figure 3L). Conversely, among liver-resident TCR_Tg101_, downregulation of TCF1 was not required for Tox upregulation (Figure 3L), which has previously been reported among dysfunctional, antigen-specific CD8^+^ T cells (Sekine et al., 2020). Thus, TCR_Tg101_ progressively downregulated expression of transcription factors associated with plasticity and differentiation into effector and memory subsets and upregulated expression of transcription factors known to drive an exhaustion program in dysfunctional CD8^+^ T cells, both in tumors and chronic viral infections.

### The dysfunctional TCR_Tg101_ phenotype is T cell intrinsic and irreversible

Having clearly established that TCR_Tg101_ exhibit a dysfunctional phenotype in leukemia-bearing animals, we sought to determine the extent to which TCR_Tg101_ function could be rescued by removing them from the leukemia environment and introducing them into secondary recipients that subsequently received a subcutaneous (s.c.) C1498 cell challenge (Figure 4A). Thus, CTV-labeled TCR_Tg101_ were isolated from livers of day-17 leukemia-bearing mice. Non-proliferating TCR_Tg101_ (naive; CTV^hi^) and TCR_Tg101_, having undergone >4 rounds of cell division (exhausted; CTV^lo^), were separately isolated and adoptively transferred into secondary recipients. 1 day later, secondary hosts were challenged with C1498 cells s.c. On day 14, numbers and proliferation of TCR_Tg101_ were assessed in tumor-dLNs (tdLNs) (Figure 4A). Naive (CTV^hi^) TCR_Tg101_ expanded vigorously and upregulated CD44 in tdLNs of secondary recipients, as expected (Figures 4B and 4C). In contrast, exhausted (CTV^lo^) TCR_Tg101_ were almost completely undetectable in tdLNs or within C1498 tumors, spleens, or other selected organs of secondary hosts (Figures 4B, 4C, and S5A). To determine if resting dysfunctional (CTV^lo^) TCR_Tg101_ *in vitro* with cytokine support could restore their ability to survive and expand, CTV^hi^ and CTV^lo^ TCR_Tg101_ isolated from livers of leukemia-bearing animals were cultured with interleukin (IL)-2, IL-7, and IL-15 for 5 days, at which point, CTV^hi^ TCR_Tg101_ had expanded 1.5-fold; conversely, very few CTV^lo^ TCR_Tg101_ survived (Figures S5B and S5C). Finally, to determine whether optimal *ex vivo* stimulation through the TCR, CD28, and provision of IL-12 could rescue the survival and function of dysfunctional TCR_Tg101_, CTV^hi^ and CTV^lo^ TCR_Tg101_ were purified from livers of day-17 leukemia-bearing mice and restimulated *ex vivo* with anti-CD3 and anti-CD28 antibodies or with C1498.B7.1 cells along with IL-2 and IL-12 for 5 days. As shown in Figure S5D, CTV^hi^ TCR_Tg101_ expanded markedly upon restimulation with anti-CD3 and anti-CD28 antibodies or with C1498.B7.1 cells plus IL-2 and IL-12, while again, very few CTV^lo^ TCR_Tg101_ survived. Furthermore, anti-CD3 and anti-CD28 antibodies plus IL-2/IL-12 restimulation of CTV^hi^ TCR_Tg101_ induced robust production of TNFα and IFNγ and expression of GzmB. Restimulation of CTV^hi^ TCR_Tg101_ with C1498.B7.1 cells plus IL-2/IL-12 induced uniform GzmB expression, while production of IFNγ and TNFα was less impressive (Figures S5E–S5L). With regard to CTV^lo^ TCR_Tg101_, restimulation with anti-CD3 and anti-CD28 antibodies plus IL-2/IL-12 induced partial GzmB expression and IFNγ/TNFα production among the few surviving cells, whereas absolute numbers of effector cytokine-producing and GzmB-expressing CTV^lo^ TCR_Tg101_ were strikingly decreased when compared to their CTV^hi^ TCR_Tg101_ counterparts (Figures S5E–S5L). Taken together, these results suggest that TCR_Tg101_ exhaustion was intrinsic and not readily reversible upon removal from the leukemia environment.

The dysfunctional TCR_Tg101_ phenotype was temporally associated with upregulation of multiple co-inhibitory receptors, primarily PD-1 and LAG-3 (Figures 2H and 2I). To determine whether interruption of PD-1/PD-L1 and LAG-3/MHC class II interactions could rescue the function of exhausted TCR_Tg101_, mice transferred with TCR_Tg101_ and challenged i.v. with C1498 cells were treated with anti-PD-1 and anti-LAG-3 antibodies. C1498 cells expressed both PD-L1 and low levels of MHC class II molecules (I-A^b^), the ligands for PD-1 and LAG-3, respectively, when analyzed *ex vivo* (Figure 4D). Despite these observations, treatment with anti-PD-1 and anti-LAG-3 antibodies failed to enhance the survival of leukemia-bearing mice transferred with TCR_Tg101_ (Figure 4E) and did little to reverse the dysfunctional TCR_Tg101_ phenotype (Figures 4F–4I). These results indicated that either co-inhibitory receptor expression was dispensable in promoting the exhausted TCR_Tg101_ phenotype, or, more likely, that the exhaustion program evolved to become independent of key T cell checkpoint receptors.

### *In vivo* antigen recognition by TCR_Tg101_ requires direct presentation by leukemia cells

We previously showed that leukemia antigen recognition by and deletion of TCR_2C_ was mediated by antigen cross-presenting splenic CD8α^+^ cDC1s (Kline et al., 2018). Moreover, in leukemia-bearing *Batf3*^−/−^ mice largely devoid of cDC1s (Hildner et al., 2008), TCR_2C_ maintained a naive phenotype and failed to proliferate (Kline et al., 2018). Despite their near-complete inability to engage cognate antigen following C1498.SIY leukemia cell challenge in the absence of cross-presenting cDC1s, TCR_2C_ clearly recognized antigens and proliferated following direct presentation by C1498.SIY cells *in vitro*, possibly with higher sensitivity than TCR_Tg101_ (Figure 5A). However, without knowing the actual affinity of TCR_Tg101_ for cognate antigens or the relative extent to which the antigens recognized by TCR_2C_ versus TCR_Tg101_ are expressed on C1498 cells, this conclusion is speculative. To determine if cross-presentation by cDC1s was similarly required for *in vivo* recognition of the Tg101 antigen, TCR_Tg101_ were transferred into *Batf3*^−/−^ or *Batf3*^+/+^ mice that were challenged i.v. with C1498 cells the following day. Numbers and proliferation of TCR_Tg101_ were similar in leukemia-bearing *Batf3*^−/−^ and *Batf3*^+/+^ mice, indicating that cDC1s—the major subset of cross-presenting DCs—were not required for antigen recognition and expansion of TCR_Tg101_ *in vivo* (Figures S6A–S6F).

Cross-presentation is a major pathway by which tumor antigens are displayed to CD8^+^ T cells (Hildner et al., 2008; Theisen et al., 2018). The observation that cDC1s were dispensable for TCR_Tg101_ expansion in leukemia-bearing animals suggested either that the Tg101 antigen was cross-presented by a separate APC population or that a different antigen-presentation pathway was involved altogether. To address the first possibility, CD8α^+^ cDC1, CD11b^+^ cDC2, and CD11b^+^CD11c^lo/−^ cells (monocytes/macrophages) were isolated from spleens of mice challenged i.v. 3 h earlier with C1498 cells expressing the K^b^-restricted SIYRYYGL peptide antigen (C1498.SIY) recognized by TCR_2C_. We have demonstrated that a fraction of splenic CD8α^+^ cDC1s engulf C1498 cell-derived material and cross-present the SIY antigen to TCR_2C_ at this time point (Kline et al., 2018). Consistent with previous results, CD8 α^+^ cDC1s, but not CD11b^+^ cDC2s or macrophages/monocytes, induced proliferation of TCR_2C_ directly *ex vivo*, consistent with their ability to cross-present the SIY antigen. However, none of these APC populations supported TCR_Tg101_ activation *ex vivo* (Figure 5B), arguing that the Tg101 antigen was not effectively cross-presented, at least at the time point assessed in this experiment.

To determine whether DCs were at all capable of presenting the Tg101 antigen *in vivo*, *Itgax*^*DTR-EGFP*^ (CD11c-DTR) bone marrow chimeric mice were generated. 8 weeks later, CD11c-DTR bone marrow chimeric animals received adoptive transfer of TCR_Tg101_ followed 1 day later by i.v. C1498 cell challenge. CD11c-DTR chimeras also received DT or PBS 1 day prior to TCR_Tg101_ transfer and every 2 days thereafter for a total of 7 doses. As shown in Figure 5C, DT effectively depleted CD11c^+^ cells from CD11c-DTR bone marrow chimeric animals. Surprisingly, TCR_Tg101_ numbers and proliferation profiles were identical in the presence or absence of CD11c^+^ cells (Figures 5D–5F), indicating that DCs are dispensable for *in vivo* antigen presentation to TCR_Tg101_. Lastly, bone-marrow-derived DCs (BMDCs) pulsed with C1498 cell lysates were also incapable of inducing TCR_Tg101_ proliferation *in vitro* (Figure 5G), consistent with our *in vivo* findings. Collectively, these observations revealed that the Tg101 antigen was not efficiently displayed through cross-presentation and suggested that an alternative presentation pathway mediated antigen recognition by TCR_Tg101_ *in vivo*.

To determine whether direct Tg101 antigen presentation by C1498 leukemia cells was required for *in vivo* antigen encounter by TCR_Tg101_, their expansion was compared in mice challenged i.v. with parental C1498 or C1498 *K*^*b*−/−^ cells. TCR_Tg101_ expanded in mice challenged with parental C1498 cells as expected. However, no TCR_Tg101_ expansion occurred in mice inoculated with C1498 *K*^*b*−/−^ cells (Figures 5H and 5I). A caveat of this experiment was that the survival of mice challenged with C1498 *K*^*b*−/−^ cells was significantly prolonged compared to mice challenged with parental C1498 cells. This difference persisted in C57BL/6 mice, in which natural killer (NK) cells were depleted, and in *Rag*^−/−^γ_*c*_^−/−^ mice, which lacked T cells, B cells, and NK cells. These results suggested that engraftment and/or progression of C1498 *K*^*b*−/−^ leukemia was impaired, potentially through enhanced phagocytosis of leukemia cells with diminished MHC class I expression. Fortunately, parental C1498 and C1498 *K*^*b*−/−^ tumors grew similarly following s.c. inoculation in C57BL/6 mice. TCR_Tg101_ expanded vigorously in tdLNs of mice with localized tumors derived from parental C1498 cells but were significantly reduced in frequency and number within tdLNs of mice with localized C1498 *K*^*b*−/−^ tumors (Figures 5J–5L). Furthermore, TCR_Tg101_ frequencies and numbers per mg of tumor tissue were significantly higher in mice with parental C1498 versus C1498 *K*^*b*−/−^ tumors (Figures 5M–5O). These results strongly suggested that the Tg101 antigen was directly presented to TCR_Tg101_ by C1498 cells *in vivo*.

### Disparate fates of two leukemia-specific CD8^+^ T cell clones

Finally, the *in vivo* behavior of TCR_Tg101_ and TCR_2C_ was directly compared in leukemia-bearing animals. Because the site and context of initial antigen encounter may be important factors in determining subsequent leukemia-specific CD8^+^ T cell fates, it was of interest to determine the site at which TCR_2C_ and TCR_Tg101_ first encountered antigens *in vivo*. Because our previous work indicated that TCR_2C_ encountered cognate antigen in the spleen very early after leukemia challenge (Kline et al., 2018), TCR_2C_ expansion and CD44 upregulation were assessed 2 days following i.v. C1498.SIY cell challenge (3 days following TCR_2C_ adoptive transfer) in various organs, including the spleen, liver, liver-dLNs (celiac and portal), skin-dLNs, bone marrow, and blood. As predicted, at this early time point, TCR_2C_ had already begun to expand and upregulate CD44 expression almost exclusively in the spleens of leukemia-challenged animals (Figures S6G and S6H). Experiments outlined in Figures 2C–2G suggested that TCR_Tg101_ encountered cognate antigen later than TCR_2C_, likely around 7 to 10 days following C1498 cell challenge. In fact, TCR_Tg101_ proliferation and CD44 upregulation was not detectable in leukemia-challenged mice prior to day 7. However, 7 days following C1498 challenge, prior to proliferation, TCR_Tg101_ began to upregulate CD44 expression to a higher degree in the liver compared to the spleen, bone marrow, LNs, or blood (Figures S6G and S6I). This result suggested that TCR_Tg101_ initially encountered cognate antigen in the liver via direct presentation by C1498 cells (Figure 5).

As expected, TCR_2C_ expanded rapidly in spleens of mice challenged i.v. with C1498.SIY cells, decreased in number by day 7, and by day 14 were similar in number to TCR_2C_ in leukemia-naive mice (Figures 6A–6C). Similarly, TCR_2C_ expanded minimally by day 7 in livers of leukemia-bearing animals but subsequently decreased to nearly undetectable numbers by day 14 (Figures 6A, 6B, and 6D). These results are consistent with our previous reports showing that TCR_2C_ undergo abortive proliferation and subsequent deletion in mice with leukemia (Kline et al., 2018; Zhang et al., 2013). In stark contrast, TCR_Tg101_ expanded modestly in spleens of mice challenged with parental C1498 cells over time and accumulated significantly in livers of leukemia-bearing mice, particularly when compared with TCR_2C_ (Figures 6A–6D). Thus, although tolerance is effectively established in TCR_2C_ and TCR_Tg101_ in mice with leukemia, the underlying mechanisms are entirely different. Whereas tolerance of TCR_2C_ occurs primarily through deletion requiring antigen cross-presenting cDC1s, TCR_Tg101_ tolerance is mediated by the progressive acquisition of a dysfunctional phenotype requiring direct presentation of the Tg101 antigen by leukemia cells.

## DISCUSSION

The acquisition of a dysfunctional phenotype among antigen-specific CD8^+^ T cells in the solid tumor environment is a well-recognized phenomenon (Gajewski et al., 2006; Thommen and Schumacher, 2018), which in many cases results from chronic TCR stimulation by antigen-expressing cancer cells capable of avoiding immune-mediated elimination (Pauken and Wherry, 2015). This repeated and suboptimal CD8^+^ T cell activation is accompanied by co-inhibitory receptor upregulation, which, along with transcriptional, epigenetic, and metabolic re-programming, leads to a progressive and eventually irreversible exhausted state (Pauken and Wherry, 2015; Philip et al., 2017; Schietinger et al., 2016; Scott et al., 2019; Williams et al., 2017). Because immune checkpoint blockade therapy can restore (at least partially) the function of exhausted CD8^+^ T cells in a subset of patients with cancer (Ribas and Wolchok, 2018; Sharma and Allison, 2015), defining the mechanisms that regulate tumor-specific CD8^+^ T cell tolerance has garnered much attention in the past decade.

In contrast to solid tumors, mechanisms that promote CD8^+^ T cell tolerance to hematologic cancers have not been as well-elucidated. However, we previously reported a unique T cell tolerance mechanism in which antigen cross-presenting cDC1s induced the deletion of high-affinity, leukemia-specific CD8^+^ T cells (TCR_2C_) (Kline et al., 2018; Zhang et al., 2013). Here, we have characterized the behavior of a CD8^+^ T cell clone specific for a naturally expressed leukemia antigen, TCR_Tg101_, which was not deleted but rather accumulated in leukemia-bearing hosts. TCR_Tg101_ expansion, however, was coupled with the acquisition of an exhausted phenotype, characterized by co-inhibitory receptor upregulation, transcriptional reprogramming, and diminished effector function. The markedly disparate fates of TCR_2C_ and TCR_Tg101_ in leukemia-bearing animals might be explained by several factors. First, *in vivo* antigen encounter by TCR_2C_ and TCR_Tg101_ was mediated by different APCs. Leukemia antigen cross-presenting cDC1 were required for antigen encounter by and subsequent deletion of TCR_2C_ (Kline et al., 2018). Conversely, TCR_Tg101_ encountered antigen via direct presentation by C1498 leukemia cells that lack expression of classical T cell co-stimulatory receptors. Second, unique properties associated with the leukemia antigens recognized by TCR_2C_ and TCR_Tg101_ could have conferred the divergent outcomes observed. For example, high-affinity interactions occurring between TCR_2C_ and SIY antigen cross-presenting cDC1s preferentially induced initial proliferation but subsequent deletion of TCR_2C_. On the other hand, presumably lower affinity interactions between TCR_Tg101_ and C1498 leukemia cells, or reduced Tg101 antigen presentation on the leukemia cell surface associated with decreased TCR_Tg101_ avidity, may have promoted their differentiation into an exhausted state (Figure 5A) (Dougan et al., 2013). Finally, the local environments in which these unique CD8^+^ T cell clones encountered their cognate antigens may also have impacted their ensuing fates. TCR_2C_ initially recognized cognate antigen in the spleen (Figures S6G and S6H and Kline et al., 2018), while antigen recognition by TCR_Tg101_ occurred later in the disease course and primarily within the liver, an organ associated with immune-suppressive properties (Kubes and Jenne, 2018). Clearly, further investigation will be required to formally address these important questions independently. Regardless, our results imply that numerous mechanisms underlie antigen-specific CD8^+^ T tolerance in the leukemia-bearing host and suggest that by the point at which a patient is diagnosed with acute leukemia, high-affinity leukemia-specific CD8^+^ T cells may be largely absent, having already been deleted, leaving behind a pool of exhausted, lower-affinity CD8^+^ T cells, the function of which may or may not be restorable with immunotherapeutic intervention.

Another key finding of our work was the inability to restore functional competence of exhausted TCR_Tg101_, which indicated that once fully established, TCR_Tg101_ dysfunction was profound and possibly irreversible. 

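In mid versus control libraries (n = 3 each), the changes carried adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Tox* had a log2 fold change of 1.16 (standard error 0.24, adjusted p = 0.0220) and *Nr4a2* one of 4.47 (standard error 0.91, adjusted p = 0.0220). *Nr4a3* had one of 4.18 (standard error 0.98, adjusted p = 0.0248) and *Egr3* one of 3.01 (standard error 0.82, adjusted p = 0.0332). *Nr4a1*, at 2.56 (standard error 0.98), did not pass 0.05 in the mid libraries (adjusted p = 0.0797). *Egr2* (ENSMUSG00000037868.15, GRCm38 chromosome 10, 67535475 to 67542188, forward strand) had a log2 fold change of 3.36 (standard error 0.90, adjusted p = 0.0321) in mid and 2.89 (standard error 0.97, adjusted p = 0.05001) in late libraries, where it lay just above the threshold. With early replicate 1 or 2 left out of the fit, *Nr4a1* passed in mid (0.0252 each) and *Egr2* in late libraries (0.00558 and 0.00627). These settings were chosen after the values were seen. Mean CPM from mid to late libraries went from 496.0 to 154.2 for *Nr4a1*, from 151.2 to 39.2 for *Nr4a3* and from 52.1 to 24.3 for *Egr3*, and rose for *Tox* from 130.5. These differences between late and mid libraries did not pass the threshold, as no gene did in that comparison.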

The upregulation of transcription factors in TCR_Tg101_, such as *Tox, Nr4a1, Nr4a2*, and *Nr4a3*, previously shown to mediate epigenetic re-programming of terminally exhausted CD8^+^ T cells in solid cancers (Chen et al., 2019a; Liu et al., 2019; Scott et al., 2019), as well as those known to promote an anergic T cell phenotype, including *Egr2* and *Egr3* (Safford et al., 2005; Zheng et al., 2012), supports the notion that the functionally unresponsive TCR_Tg101_ phenotype at some point becomes fully imprinted as the leukemia progresses in the host. Interestingly, however, even in mice with advanced leukemia, exhausted TCR_Tg101_ largely retained proliferative capability, indicating that the regulation of cell-cycle progression and effector function are uncoupled until very late stages of TCR_Tg101_ dysfunction, which has been previously demonstrated in exhausted CD8^+^ T cells in settings of cancer and chronic viral infection (Schietinger et al., 2016; Wherry, 2011). Furthermore, while upregulation of PD-1 and LAG-3 was observed on the majority of dysfunctional TCR_Tg101_, combined PD-1 and LAG-3 blockade therapy did little to enhance effector cytokine production or control disease progression, which was somewhat surprising given the maintained expression of TCF1 in a significant proportion of TCR_Tg101_ in the leukemia environment (Figures 3G, 3K, and 3L). Regardless, this result indicated that the mechanisms driving the dysfunctional TCR_Tg101_ program were (or at some point became) independent of key T cell checkpoint receptors (Scott et al., 2019; Singer et al., 2016). Finally, despite their functional incompetence, TCR_Tg101_ continued to express mRNAs for effector cytokines (*Ifng*) and cytolytic proteins (*Gzmb, Prf1*) at high levels. 

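In late libraries (n = 2) *Gzmb* was at 1308 ± 791.1 CPM (SD), *Ifng* at 126.1 ± 49.9 and *Prf1* at 276.7 ± 86.0. In mid libraries (n = 3) they were at 735.8 ± 401.7, 132.7 ± 59.1 and 200.5 ± 66.3 CPM. In controls (n = 3) *Gzmb* was at 2.29 ± 0.716, *Ifng* at 1.61 ± 1.25 and *Prf1* at 57.1 ± 12.7 CPM. The 2 late libraries were from different series, so the late SD includes the series difference. From mid to late libraries *Prf1* rose from 275.7 to 337.5 CPM in the TG series and from 150.6 and 175.2 to 215.9 in the XC series. *Gzmb* went from 990.0 to 1868 and from 272.7 and 944.8 to 749.1, and *Ifng* from 195.7 to 161.4 and from 78.5 and 123.8 to 90.8. For each gene every mid and late library was above every control library.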

Presumably, post-transcriptional mechanisms were negatively regulating translation of these effector molecules, leading to the observed decrease in IFNγ production and cytolytic capacity of dysfunctional TCR_Tg101_ (Salerno et al., 2018). Regardless, this finding supports the notion that the dysfunctional state acquired by TCR_Tg101_ is associated with partially maintained, albeit ineffectual, effector programs. Overall, these results may be important to consider when therapeutic strategies aimed at reversing CD8^+^ T cell dysfunction in the leukemia context are being developed. However, a potential caveat with regard to transplantable murine leukemias is their tendency to progress primarily in the liver compared to bone marrow, as is the case in the human disease. This is a long-standing limitation of such models, and our data should be interpreted with that knowledge in mind.

Surprisingly, classical cross-presentation was dispensable for *in vivo* antigen encounter by TCR_Tg101_. *In vitro* experiments also failed to detect cross-presentation of the Tg101 antigen by professional APCs. On the contrary, direct antigen presentation by leukemia cells was necessary for inducing TCR_Tg101_ expansion and eventual dysfunction *in vivo*. The reasons for the inability of the Tg101 antigen to be displayed through cross-presentation are unknown, but low abundance, or failure of the DC immunoproteasome to efficiently generate the antigenic peptide recognized by TCR_Tg101_, are possible explanations. This question can be directly addressed once the peptide antigen recognized by TCR_Tg101_ has been identified, which is an area of active investigation in our laboratory. Regardless, results outlined in Figures 1 and S1 indicate that the Tg101 antigen is likely leukemia-specific. Once defined, MHC multimers can also be utilized to study the behavior of endogenous CD8^+^ T cells specific for the Tg101 antigen, and the true affinity of TCR_Tg101_ for cognate antigen can be established.

In conclusion, our findings advance the understanding of the mechanisms associated with CD8^+^ T cell tolerance in hematological cancers such as leukemia. We show that the fates of leukemia-specific CD8^+^ T cell clones are highly divergent and are governed, at least in part, by the context in which their cognate antigen is recognized. Regardless of the underlying CD8^+^ tolerance mechanism (deletion versus exhaustion), neither is reversible through immune checkpoint blockade therapy, which may help to explain the disappointing efficacy of anti-PD-1 monotherapy in patients with acute leukemia (Berger et al., 2008). In the context of deletional CD8^+^ T cell tolerance mediated by cDC1s, we have shown that targeting cDC1 activation with toll-like receptor (TLR), CD40, or simulator of interferon genes (STING) agonists can be effective in restoring functional anti-leukemia CD8^+^ T cell responses (Curran et al., 2016; Kline et al., 2018; Zhang et al., 2013). Reinvigorating the function of exhausted, leukemia-specific CD8^+^ T cells may be possible through epigenetic reprogramming (Peng et al., 2015), although this is speculative and will require further experimentation. Finally, we expect that Tg101 mice will be useful to other investigators interested in studying tumor-specific CD8^+^ T cell exhaustion.

### Study limitations

A transplantable murine leukemia model served as the basis for the studies and related conclusions presented above. The extent to which the C1498 leukemia model recapitulates the biology of human leukemia is debatable. Furthermore, although we have thoroughly characterized the behavior of TCR_Tg101_ in leukemia-bearing animals and have identified the cells that present antigen to TCR_Tg101_, without knowing the nature of the Tg101 antigen, we are unable to draw conclusions regarding the natural affinity of this CD8^+^ T cell clone for cognate antigen and the impact on its behavior *in vivo*, nor are we able to identify and investigate the biology of endogenous CD8^+^ T cells reactive to the antigen.

## STAR⋆METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Justin Kline, .

#### Material availability

Tg101 mice generated in the study this study is available from the Lead Contact with a completed Materials Transfer Agreement.

#### Data and code availability

- RNA sequencing data has been deposited at GEO and is publicly available as of the date of publication. Accession number is listed in the key resources table.
- This paper does not report original code.
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

#### Mice

C57BL/6 mice (H-2^b^; CD45.2) and B6.SJL-*Ptprc*^*a*^/BoyAiTac mice (H-2^b^; CD45.1) were purchased from Taconic Biosciences and breed in our facility. *Rag2*^−/−^ and 2C TCR transgenic mice (Sha et al., 1988) were bred in our facility. CD11cDTR/GFP B6.FVB-Tg (*Itgax*^*DTR-EGFP*^) mice and *Batf3*^−/−^ mice were purchased from Jackson Labs and bred in our facility. Mice were maintained in a specific pathogen-free environment. 6–12 week-old mice, age and sex matched whenever possible, were used for experiments. Animal experimentation was carried out under a protocol approved by an Institutional Animal Use and Care Committee at The University of Chicago.

#### Generation of Tg101 TCR transgenic mice

Tg101 T cell receptor (TCR) transgenic mice were generated in our laboratory in collaboration with the Transgenic/ES cell technology mouse core facility at the University of Chicago. The Tg101 TCR was derived from a C1498 specific CD8^+^ T cell clone (T15) (Boyer et al., 1997). TCR Vα10 (TRAV13) and Vβ1 (TRBV5) genes of the T15 TCR were cloned into pTα and pTβ cassettes (Kouskoff et al., 1995). Tg101 TCR DNA was amplified by PCR using primers for the Vα chain and the Vβ chain (below). The pTα10 and pTβ1 plasmids were linearized using SalI (pTα) and KnpI (pTβ), respectively. Via pronuclear injection, linearized plasmids were separately introduced into fertilized eggs of F1 (C57BL/6J) mice. TCR Vα10 and TCR Vβ1 transgenic founder mice were identified by Vα10 and Vβ1 CDR3 spectratyping. TCR Vα10 and TCR Vβ1 transgenic founder mice were crossed to obtain TCR Vα10/Vβ1 (Tg101) mice. Tg101 founder mice were then crossed onto a *Rag2*^−/−^ background to prevent rearrangement of endogenous TCR loci.

XmaI-intron-Va10 forward:

5’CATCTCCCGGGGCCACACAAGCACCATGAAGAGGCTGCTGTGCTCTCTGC3’

SacII-intron-TRAJ9 reverse:

5’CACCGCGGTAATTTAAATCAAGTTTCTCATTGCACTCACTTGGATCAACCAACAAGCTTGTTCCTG3’

XhoI-intron-TRBV5 forward:

5’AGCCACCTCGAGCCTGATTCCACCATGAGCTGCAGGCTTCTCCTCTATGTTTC3’

SacII-intron-TRBJ1–6 reverse:

5’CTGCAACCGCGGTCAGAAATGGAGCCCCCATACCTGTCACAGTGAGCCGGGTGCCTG3’

#### Cell lines

The C1498 leukemia cell line (H-2^b^) was originally purchased from ATCC. C1498 cells expressing the K^b^-restricted model SIY (SIYRYYGL) peptide antigen were previously generated in our laboratory (Zhang et al., 2009). C1498.B7.1 cells were engineered by retroviral transduction using the pLEGFP-B7.1 plasmid. B16.F10 and EL4 cell lines were provided by Dr. Thomas Gajewski. Cell lines were routinely tested for mycoplasma contamination using a VenorTM GEM mycoplasma detection kit (Sigma). The *H2-K*^*b*^-deficient (*K*^*b*−/−^) C1498 cell line was generated as previously described (Kline et al., 2018). The *H2-D*^*b*^-deficient (*D*^*b*−/−^) C1498 cell line was generated via CRISPR/Cas9 targeting using the following guide sequences: forward - CACCGACCCGCGCGGGTCTGAGTCG; reverse - AAACCGACTCAGACCCGCGCGGGTC.

All the cell lines described in this manuscript are of a H2^b^ haplotype. C1498 derivative cell lines and B16.F10 cells were cultured in DMEM, and EL4 cells were cultured in RPMI-1640 (Invitrogen) both supplemented with 10% FBS, 2-mercaptoethanol, essential amino acids, penicillin and streptomycin at 37°C.

### METHOD DETAILS

#### Flow cytometry

Spleens, lymph nodes, livers, peripheral blood, and bone marrow were harvested from mice, mechanically dissociated with a 3 mL syringe plunger, and pushed through 70 um mesh filter to generate single cell suspensions (spleens, livers, lymph nodes). Liver mononuclear cells were enriched over a Ficoll gradient (BD Biosciences). Following red blood cell lysis and F_c_ receptor blockade using anti-CD16/32 antibodies, cells were stained with the following directly conjugated antibodies (clones): CD45.2 (104), CD45.1 (A20), CD3ε (145–2C11), TCRβ (H57–597), CD8α (53–6.7), CD4 (RM4.5), Thy1.2 (30-H12), CD11b (M1/70), H2-D^b^ (KH95), H2-K^b^ (AF6–88.5), I-A^b^/I-E^b^ (M5/114.15.2), PD-1 (RMP1–30), TIM3 (RMT3–23), LAG-3 (C9B7W), TIGIT (GIGD7), TNFα (Mp6-XT22), IFNγ (XMG1.2), Granzyme B (QA16A02), B220 (RA3–6B2), CD44 (IM7), CD62L (Mel-14), CD69 (H1.2F3), CD11c (HL3), Eomes (Dan11mag), T-bet (4B10), Egr2 (erongr2) and TOX (REA473). Fixable viability dyes (Invitrogen) were used to exclude dead cells. Flow cytometry was performed on LSRII or LSRFortessa cytometers (BD Biosciences). Analysis was performed using FlowJo software (Treestar). Fluorescence-activated cell sorting (FACS) was performed using a FACSAria (BD Biosciences). Intracellular antibody staining was performed using a Foxp3 staining kit (eBioscience).

#### T cell labeling with CellTrace Violet

TCR_Tg101_ were enriched from spleens of Tg101 mice using a mouse CD8 microbead kit (Miltenyi). Isolated TCR_Tg101_ were washed once with PBS and labeled with CellTrace Violet (CTV) (Invitrogen) for 20 minutes at 37°C and quenched with 10% FBS in RPMI-10. Prior to adoptive transfer, CTV-labeled TCR_Tg101_ were washed twice more with PBS.

#### *In vitro* TCR_Tg101_ proliferation assay

10^5^ CTV-labeled TCR_Tg101_ were plated in 96 well, flat-bottom tissue culture plates with (or without) 2×10^4^ γ-irradiated tumor cells (12,000 rads), or with freshly-harvested spleen cells from C57BL/6 mice, and cultured at 37°C for 3 days. Cells were then harvested, and TCR_Tg101_ proliferation, measured by CTV dilution, was analyzed by flow cytometry.

#### *In vivo* TCR_Tg101_ proliferation assay

1–2×10^6^ CTV-labeled, congenically-marked TCR_Tg101_ or TCR_2C_ were adoptively transferred i.v. through the lateral tail vein into B6.SJL mice (CD45.1) or into C57BL/6 mice (CD45.2). One day later, 10^6^ C1498 cells (or derivative C1498 cell lines) were inoculated i.v. At subsequent time points indicated, TCR_Tg101_ number, proliferation, co-inhibitor receptor expression, and effector function was analyzed in spleens and livers by flow cytometry. TCR_2C_ numbers were assessed similarly.

#### *In vitro* antigen cross-presentation assay

Bone marrow cells isolated from femurs of B6.SJL mice (CD45.1) were cultured with 40 ng/ml granulocyte-macrophage colony-stimulating factor (GM-CSF; Biolegend). One-half of the medium was removed on day 2 and replaced with fresh GM-CSF-supplemented medium warmed to 37°C. On day 3, the culture medium was discarded and again replaced with fresh, warmed, GM-CSF-supplemented medium (20 ng/ml). This process was repeated until day 8. At this point, non- and loosely adherent cells (BMDCs) were harvested by gentle washing with PBS and plated at a concentration of 1×10^5^ cells/well in round-bottom 96-well plates. BMDCs were then pretreated with 20 ng/ml LPS for 2 hours and pulsed with C1498 or C1498.SIY cell lysates (3 tumor cell lysates to 1 BMDC). Next, CTV-labeled, congenically-marked TCR_2C_ or TCR_Tg101_ were added and cultured at 37°C for 3 days. Cells in each well were then harvested, and CTV dilution of TCR_2C_ or TCR_Tg101_ was analyzed by flow cytometry as a read out for *in vitro* antigen cross-presentation.

#### *Ex vivo* antigen cross-presentation assay

8×10^6^ C1498.SIY cells were injected i.v. into B6.SJL mice. Three hours later, spleens were harvested and injected with 1 mg/ml collagenase IV (Sigma),20 mg/ml DNase I (Roche) in RPMI with 2% FBS and were incubated at 37°C for 15–20 minutes. Spleens were then dissociated with a 3 mL plunger and passed through a 70 um mesh filter to generate single cell suspensions. CD3^+^ and CD19^+^ cells were depleted by positive selection. Remaining cells were stained with fluorescently-labeled antibodies directed against CD3ε (145–2C11), CD19(eBio1D3), CD11c (HL3), CD8α (53–6.7), and CD11b (M1/70). After excluding CD3^+^ and CD19^+^ cells, CD8α^+^ DCs (cDC1) CD11b^+^ DCs (cDC2), and CD11b^+^CD11c^lo/−^ (monocytes/macrophages) cells were separately isolated by FACS. Sorted APC populations were cultured 1:1 with purified, congenically-marked, CTV-labeled TCR_2C_ or TCR_Tg101_ for 65–72 hours in 96 well, round bottom tissue culture plates. Subsequently, CTV dilution of TCR_2C_ or TCR_Tg101_ was assessed by flow cytometry as a read out for *ex vivo* antigen cross-presentation.

#### *Ex vivo* TCR_Tg101_ restimulation and intracellular cytokine staining

Mononuclear cells isolated from livers of mice at the indicated time points following C1498 cell inoculation were restimulated with plate-bound anti-CD3 antibody (clone: 145–2C11; 1 μg/ml) plus soluble anti-CD28 antibody (clone PV-1, 1 ug/ml), or with PMA plus ionomycin, for 1 hour, followed by 4 hours in the presence of 1 mg/ml GolgiPlug (BD Biosciences). Intracellular staining of effective cytokines was performed using FoxP3 intracellular staining kit (eBiosciences). In some experiments, irradiated (12,000 rads) C1498.B7.1 cells were utilized to restimulate TCR_Tg101_ *ex vivo* overnight prior to intracellular cytokine staining and flow cytometric analysis.

#### *Ex vivo* TCR_Tg101_ killing assay

CTV^hi^ or CTV^lo^ TCR_Tg101_ were separately FACS-purified from livers of mice 17–18 days after i.v. C1498 cell inoculation and 1×10^4^ cells were cultured *in vitro* with equal numbers of C1498 cells and EL4 cells (1×10^4^ each) labeled with two different concentrations of CTV, along with IL-2 (50 U/ml) and IL-12 (20 ng/ml) in 384 well round bottom tissue culture plates. In negative control wells, C1498 cells and EL4 cells were plated in the absence of TCR_Tg101_. Approximately 20 hours later, proportions of surviving C1498 and EL4 cells in each well were analyzed by flow cytometry. Naive TCR_Tg101_ isolated from spleens of Tg101 mice were activated *in vitro* for 72 hours with anti-CD3 and anti-CD28 antibodies or irradiated C1498.B7.1 cells prior to co-culture with C1498 cells and EL4 cells to serve as positive controls for C1498 cell lysis. Naive, unstimulated TCR_Tg101_ isolated from spleens of Tg101 mice were also co-cultured with C1498 cells and EL4 cells to serve as a negative control for C1498 cell lysis. Specific lysis was calculated as follows (Noto et al., 2013):

$$\%\;specific\;lysis=100-\frac{C1498\;:\;EL4\;\left(with\;TCRTg101\right)}{C1498\;:\;EL4\;\left(without\;TCRTg101\right)}\times 100$$

#### Generation of bone marrow chimeric (BMC) mice

C57BL/6 mice received total body irradiation (900 rads) and were reconstituted 16 hours later with 2.5×10^6^ bone marrow cells isolated from CD11c-DTR mice. Eight weeks later, these bone marrow chimeric mice received TCR_Tg101_ adoptive transfer, followed 1 day later by an i.v. C1498 cell challenge. To deplete CD11c^+^ cells from leukemia-bearing CD11c-DTR bone marrow chimeric mice, diphtheria toxin (DT) (500 ng) was administered i.p. 2 days prior to C1498 cell inoculation and continued every 48 hours for a total of 7 doses.

#### Survival experiments

10^6^ C1498 cells were inoculated i.v. into C57BL/6 mice three days before adoptive transfer of 4×10^6^ naive or anti-CD3 and anti-CD28 activated TCR_Tg101_ or TCR_2C_. Control groups of C57BL/6 mice received an i.v. C1498 cell challenge but did not receive TCR_Tg101_ or TCR_2C_ adoptive cell transfer. Survival was monitored. In experiments involving immune checkpoint blockade therapy, mice transferred with TCR_Tg101_ and challenged with C1498 cells were subsequently administered anti-PD-1 (RMP1–14) and anti-LAG-3 (C9B7W) antibodies (BioXcell) intra-peritoneal, 200 μg each, beginning on day 6, and continued every other day for 2 weeks. Control mice received isotype control antibodies at the same dose and schedule. Survival was monitored.

#### RNA sequencing

TCR_Tg101_ in livers and spleens of leukemia-bearing mice were isolated at various time points following adoptive transfer (day 0, day 6–7, day 13–14, day 16–18) by FACS and were re-suspended in Trizol (Life Technologies). TCR_Tg101_ RNA was isolated via chloroform extraction. Low input RNA sequencing was performed in the University of Chicago Genomic Core Facility on the Illumina HiSeq 2500 platform in two batches. Reads were mapped onto the University of California Santa Cruz mouse genome using kallisto (Bray et al., 2016). Genes with fewer than 10 reads in at least 6 samples were filtered out, resulting in a dataset of 11,164 genes. Differential gene expression analysis was performed on raw aligned read counts using DESeq2 (Love et al., 2014), with batch effects accounted for in the design formula. Genes were considered to be differentially expressed if they had an adjusted p value < 0.05 using a Benjamini-Hochberg test (FDR). Counts per gene were regular log (rlog)-transformed, and batch effects were removed using the removeBatch-Effect function from *limma* (Ritchie et al., 2015) for principal component analysis (PCA), sample clustering based on Euclidean distance, and heatmaps depicting z-scores of gene expression. rlog-transformed, batch-corrected counts were also used for weighted gene correlation network analysis (WGCNA) (Langfelder and Horvath, 2008) while additionally filtering out the 50% of genes with the lowest variance to reduce noise, resulting in a set of 5,582 genes. Adjacency was determined using a signed analysis and a soft thresholding power of 14, which was determined by scale-free fit index (Zhang and Horvath, 2005). 12 clusters of genes were initially identified, 2 of which contained a combined 4,269 genes (76.5% of the dataset), and roughly corresponded to genes whose expression increased or decreased over the experimental time course. Of the other 10 clusters, 2 were identified as containing genes which were transiently upregulated or downregulated. These two clusters contained 448 genes, combined. The remaining 865 genes were assigned to eight different clusters, which appeared to be the result of high variance within sample groups, either due to low overall gene expression or low outlier values. No conclusions were drawn regarding these clusters due to uncertainty in the data.

### QUANTIFICATION AND STATISTICAL ANALYSIS

Grouped data were analyzed via two-way ANOVA with Bonferroni post-tests. Survival differences were analyzed with the Log-rank test. Statistics were performed using GraphPrism software. Data are presented as mean ± SD unless otherwise indicated. A p value of < 0.05 was considered statistically significant. Additional description of statistical methods for individual experiments can be found in the figure legends.

## Supplementary Material

1

2

## Figures and Tables

**Figure 1.**
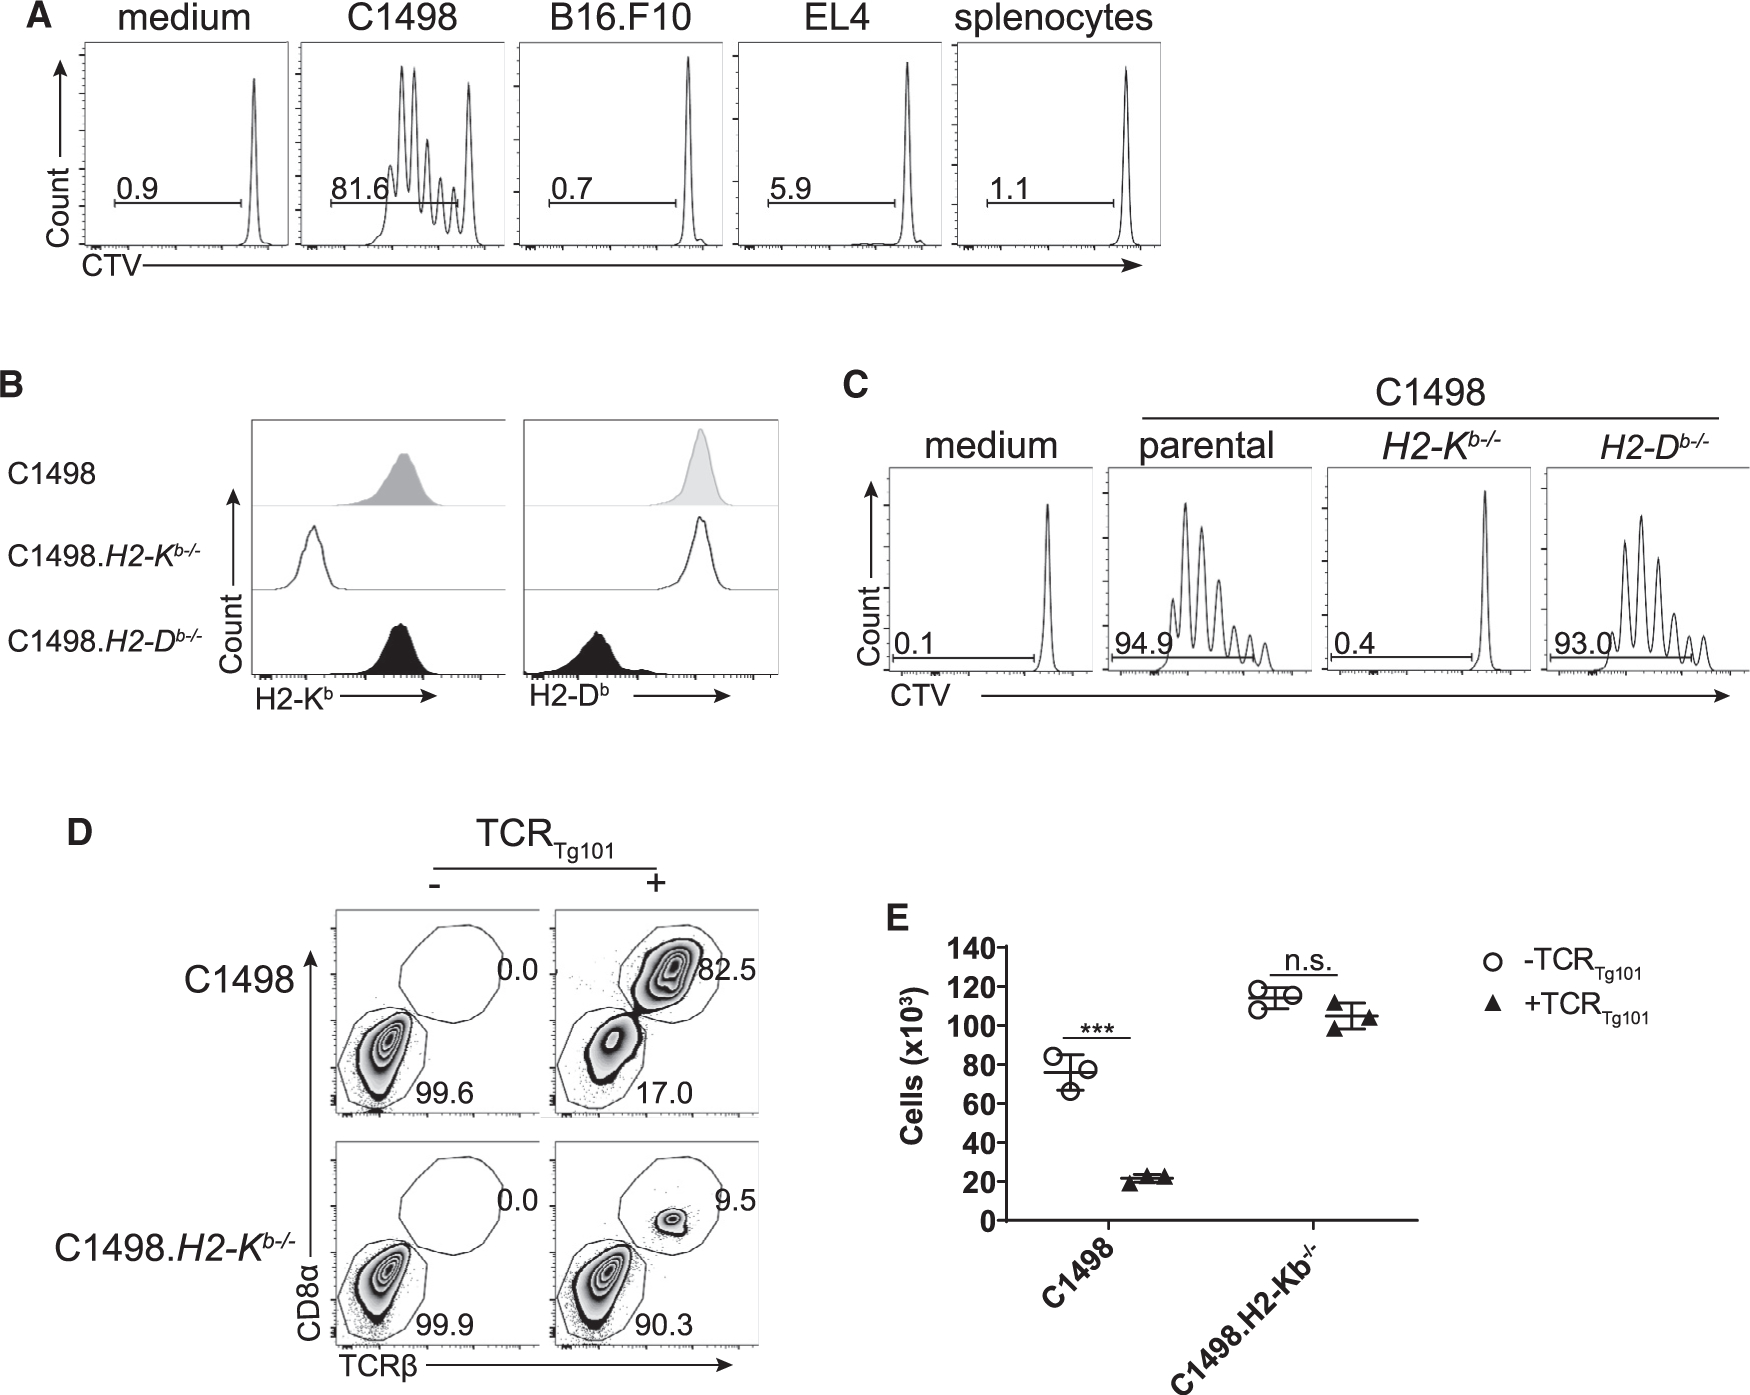
TCR_Tg101_ recognize an H2-K^b^-restricted antigen on C1498 cells (A) CTV-labeled TCR_Tg101_ were cultured for 72 h with the indicated tumor cell lines or with splenocytes from C57BL/6 mice. Proliferation of TCR_Tg101_, as measured by CTV dilution, was analyzed by flow cytometry. Representative FACS plots are shown. (B) Expression of H2-K^b^ and H2-D^b^ on parental C1498 cells, C1498.*H2*-*K*^*b*−/−^ cells, and C1498.*H2-Db*^−/−^ cells. Representative FACS plots are displayed. (C) Proliferation of CTV-labeled TCR_Tg101_ cultured for 72 h with C1498 cells, C1498.*H2*-*K*^*b*−/−^ cells, or C1498.*H2-Db*^−/−^ cells. Representative FACS plots are shown. (D and E) Live C1498 or C1498.*H2*-*K*^*b*−/−^ cells (2 × 10^4^) were cultured for 72 h alone or with 1 × 10^5^ TCR_Tg101_. Subsequently, numbers of viable C1498 or C1498.*H2*-*K*^*b*−/−^ cells were enumerated. Representative FACS plots are shown in (D). Summary data are presented in (E) as mean ± SD. Data are representative of 2 to 3 independent experiments with 3 wells/group. ***p < 0.001; n.s., not significant.

**Figure 2.**
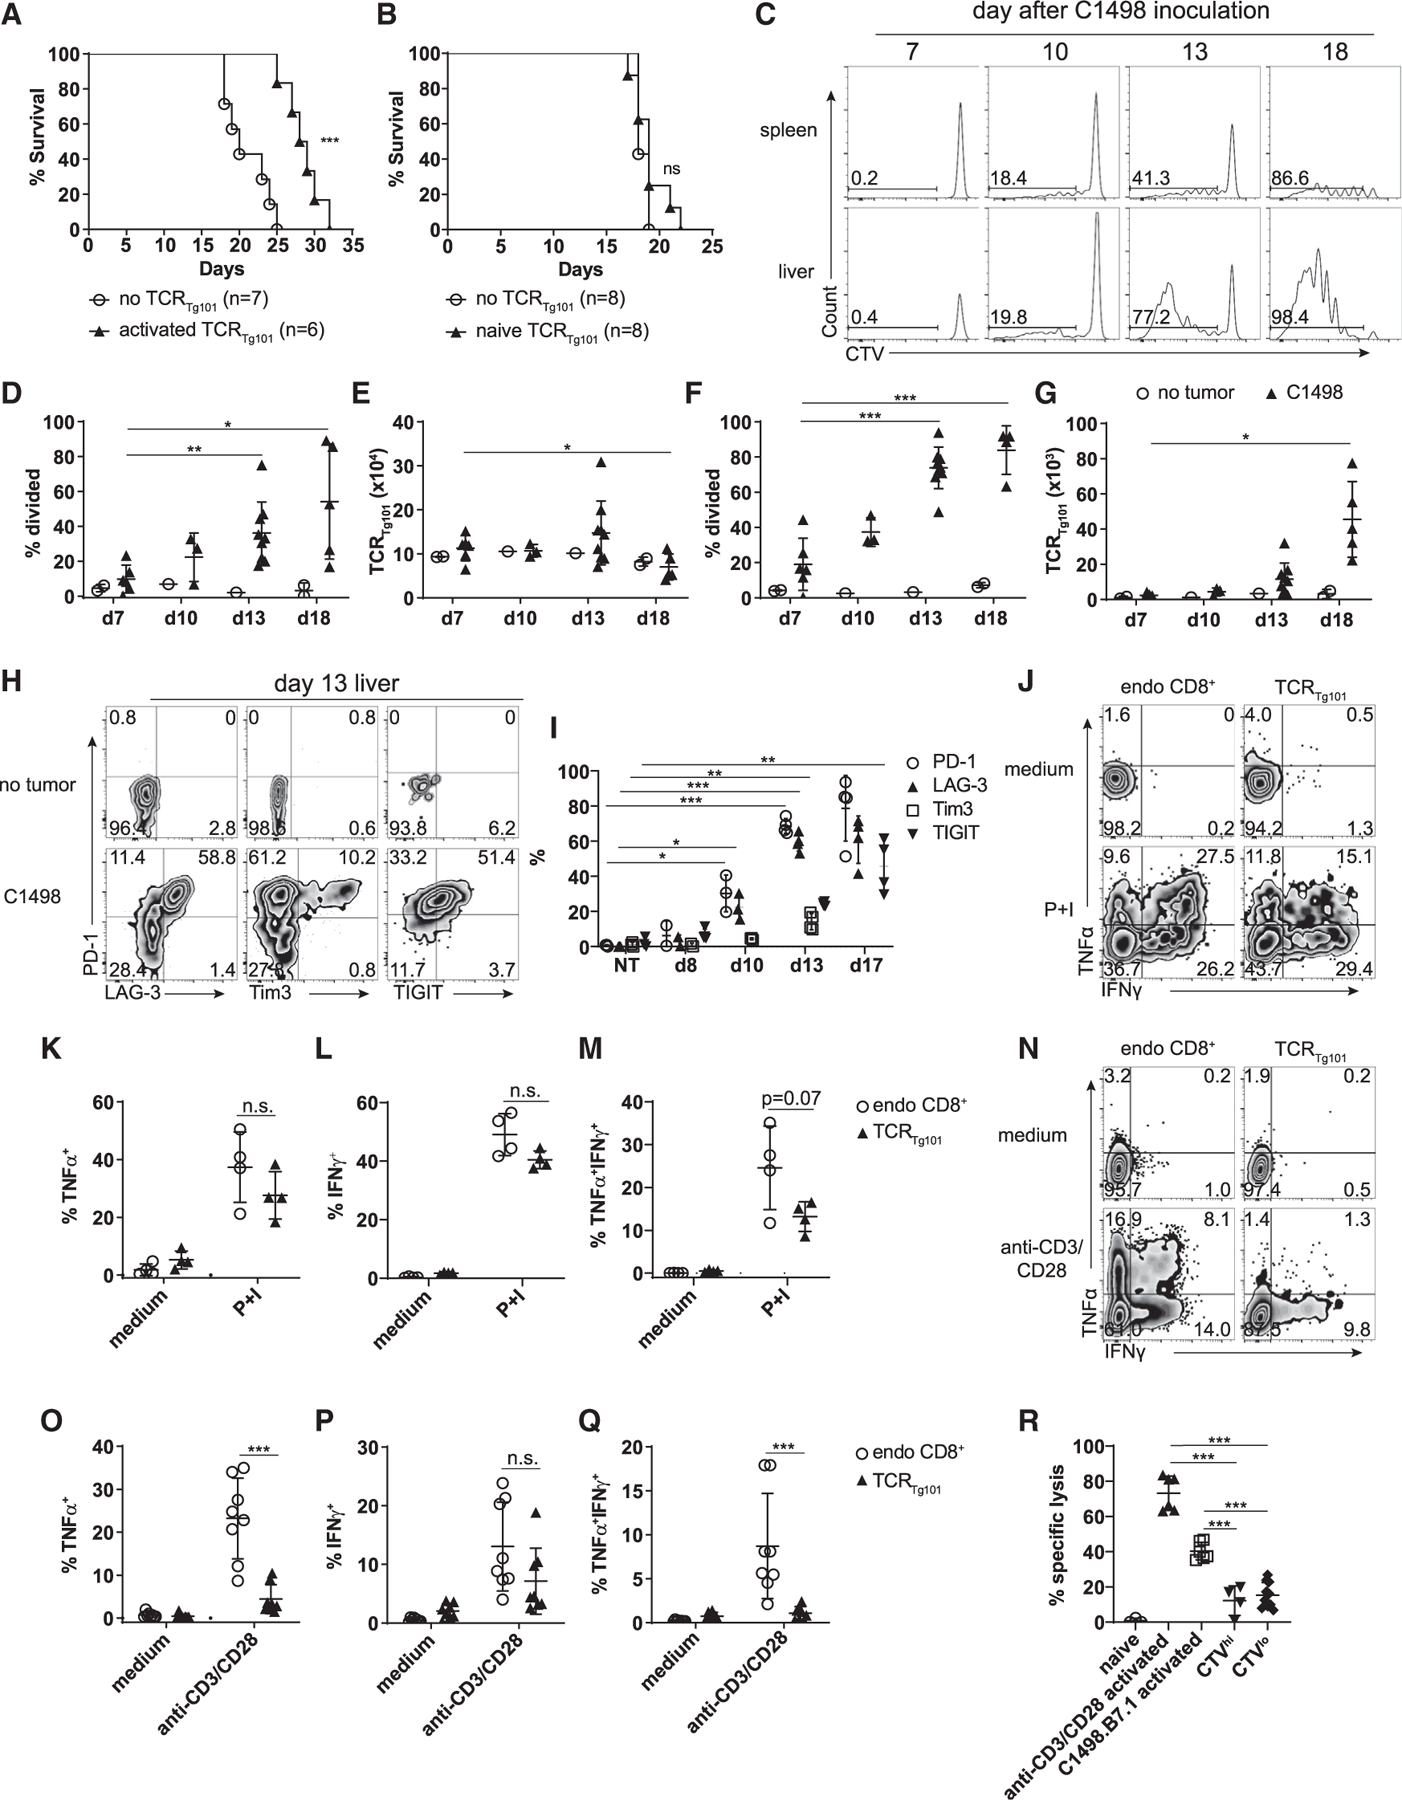
TCR_Tg101_ expand and acquire a dysfunctional phenotype in leukemia-bearing animals (A and B) Survival of C57BL/6 mice challenged i.v. with C1498 cells (10^6^) and transferred or not with in vitro activated (A) or naive (B) TCR_Tg101_ (4 × 10^6^) 3 days later. Data are pooled from 2 independent experiments with 3–4 mice/group. (C–G) 2 × 10^6^ CTV-labeled TCR_Tg101_ (CD45.2) were transferred into B6.SJL mice (CD45.1) followed by an i.v. challenge with 10^6^ C1498 leukemia cells 1 day later. (C) Representative FACS plots showing CTV dilution of adoptively transferred TCR_Tg101_ in spleens and livers of leukemia-bearing mice at the indicated time points. (D–G) Quantitative data showing the percentage of divided TCR_Tg101_ (D and F) and TCR_Tg101_ number (E and G) in spleens (D and E) or livers (F and G) of leukemia-bearing mice over time. Data are pooled from 2 to 3 independent experiments with 2 to 4 mice/group including data from leukemia-free control mice. (H) Representative FACS plots showing expression of PD-1, LAG-3, TIM3, and TIGIT on TCR_Tg101_ in livers of tumor-free or leukemia-bearing mice. (I) Quantitative data from (H) as mean ± SD. (J–Q) Mononuclear cells isolated from livers of mice 13 to 14 days (J–M) or 17 to 18 days (N–Q) after C1498 cell inoculation were restimulated with PMA + ionomycin (P+I) (J–M) or anti-CD3 and anti-CD28 antibodies (N–Q) for 4 h. Cytokine production was analyzed by flow cytometry. Gating was performed on TCRβ^+^CD8^+^CD45.1 cells (endogenous CD8^+^ T cells) or TCRβ^+^CD8^+^CD45.2 cells (TCR_Tg101_). (J and N) Representative FACS plots showing TNFα and IFNγ production by endogenous CD8^+^ T cells or TCR_Tg101_. Quantitative data are shown in (K)–(M) and (O)–(Q) as mean ± SD. (R) TCR_Tg101_ killing assay. CTV^hi^ and CTV^lo^ TCR_Tg101_ (CD45.1.2) were FACS-purified from livers of mice 17 to 18 days after C1498 inoculation and were co-cultured for 20 h with equal numbers of C1498 cells and EL4 cells (both CD45.2) labeled with different CTV concentrations. Naive TCR_Tg101_ purified from control Tg101 mice, or those activated *in vitro* with anti-CD3 and anti-CD28 antibodies or with C1498.B7.1 cells served as negative and positive controls for C1498 cell lysis, respectively. Specific lysis was analyzed by flow cytometry. Gating was performed on live CD8^−^CD45.2 cells. Data are representative (K–M) of or pooled (I and O–R) from 2 independent experiments with 2 to 4 mice/group and shown as mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001; n.s., not significant; NT, no tumor.

**Figure 3.**
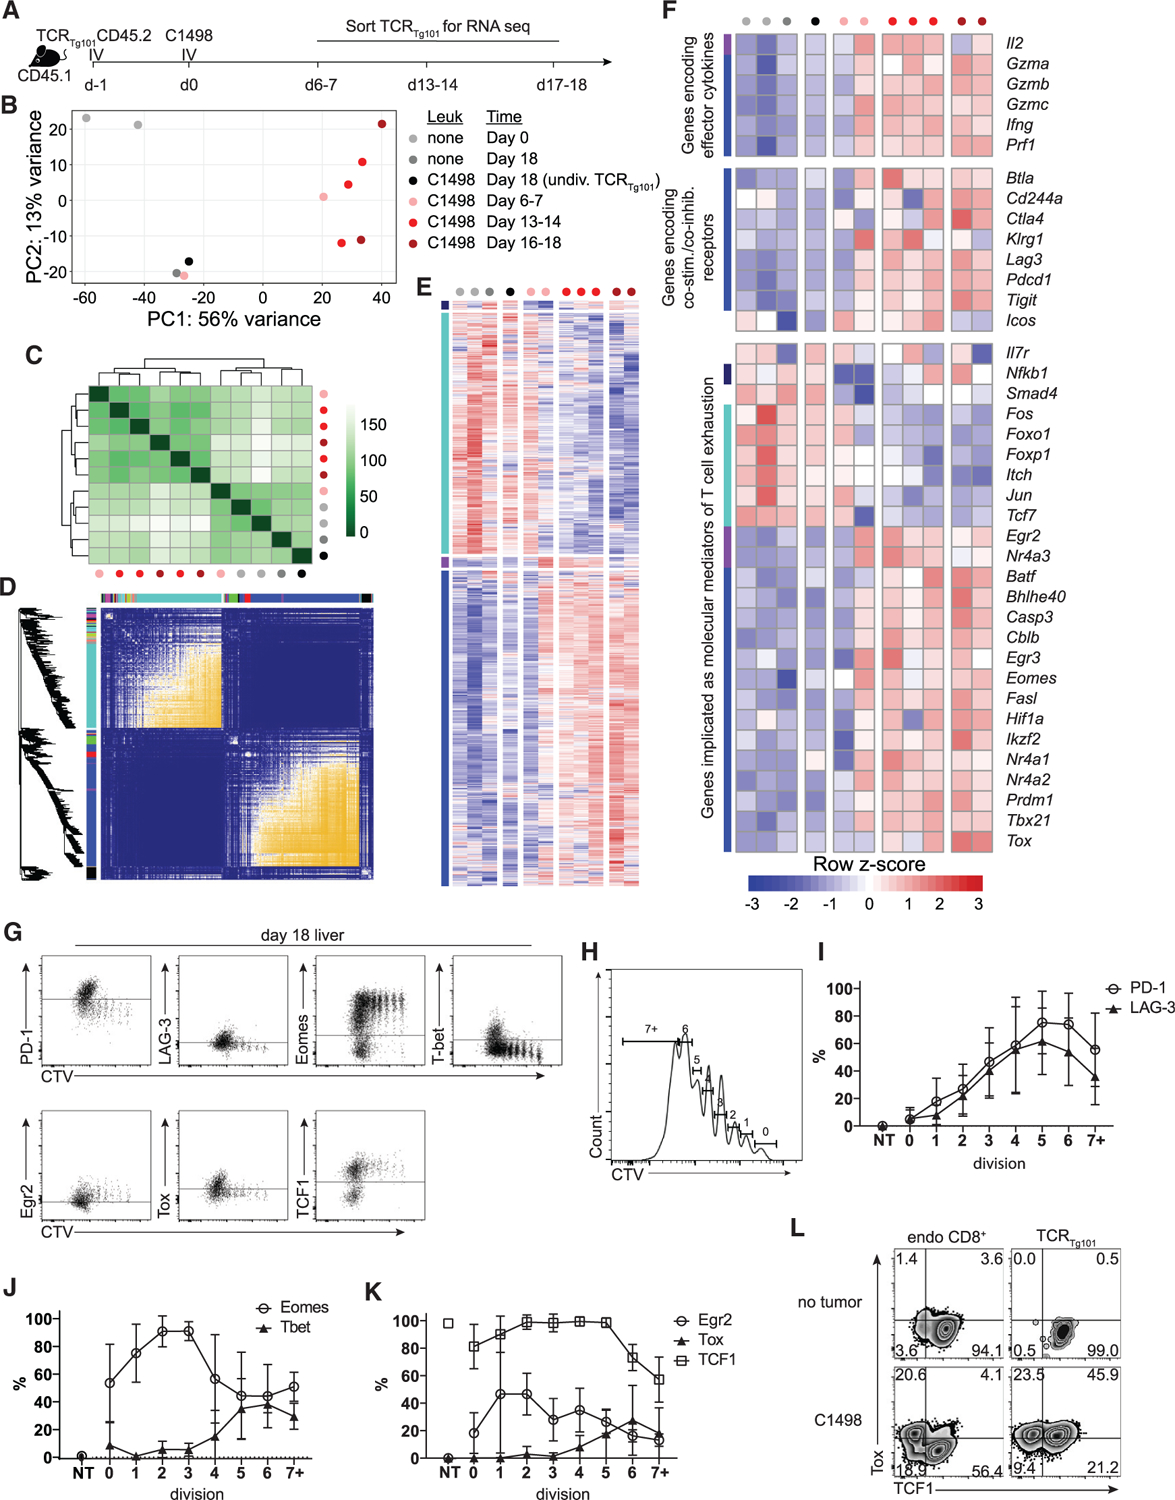
TCR_Tg101_ acquire a transcriptional program enriched for genes associated with T cell anergy and exhaustion (A) Experimental design. (B) Principal-component analysis (PCA). (C) Complete clustering of TCR_Tg101_ samples at the indicated time points based on their Euclidean distance. (D) Heatmap of topological overlap based on weighted gene correlation network analysis of TCR_Tg101_ transcriptomes. (E) Heatmap showing up/downregulation or transient up/downregulation of genes from 2 major and 2 minor nodules, respectively. (F) Heatmap showing up/downregulation of selected genes of interest (co-inhibitory receptors, transcription factors, effector cytokines, cell-cycle genes, survival genes) in TCR_Tg101_ isolated from leukemia-bearing mice at indicated time points. (G–L) PD-1, LAG-3, Eomes, T-bet, Egr2, Tox, and TCF1 expression in CTV-labeled TCR_Tg101_ from livers of leukemia-bearing mice at day 18. (G) Representative FACS plots showing expression of the indicated proteins by CTV dilution (cell division) in TCR_Tg101_. (H) Gating strategy for (I)–(K). (I–K) Quantitative data showing expression of PD-1 and LAG-3 (I), Eomes and T-bet (J), and Egr2, Tox, and TCF1 (K) in TCR_Tg101_ according to cell division number. Data are presented as mean ± SD (L) Representative FACS plots showing expression of Tox and TCF1 in liver-resident endogenous CD8^+^ T cells TCR_Tg101_.

**Figure 4.**
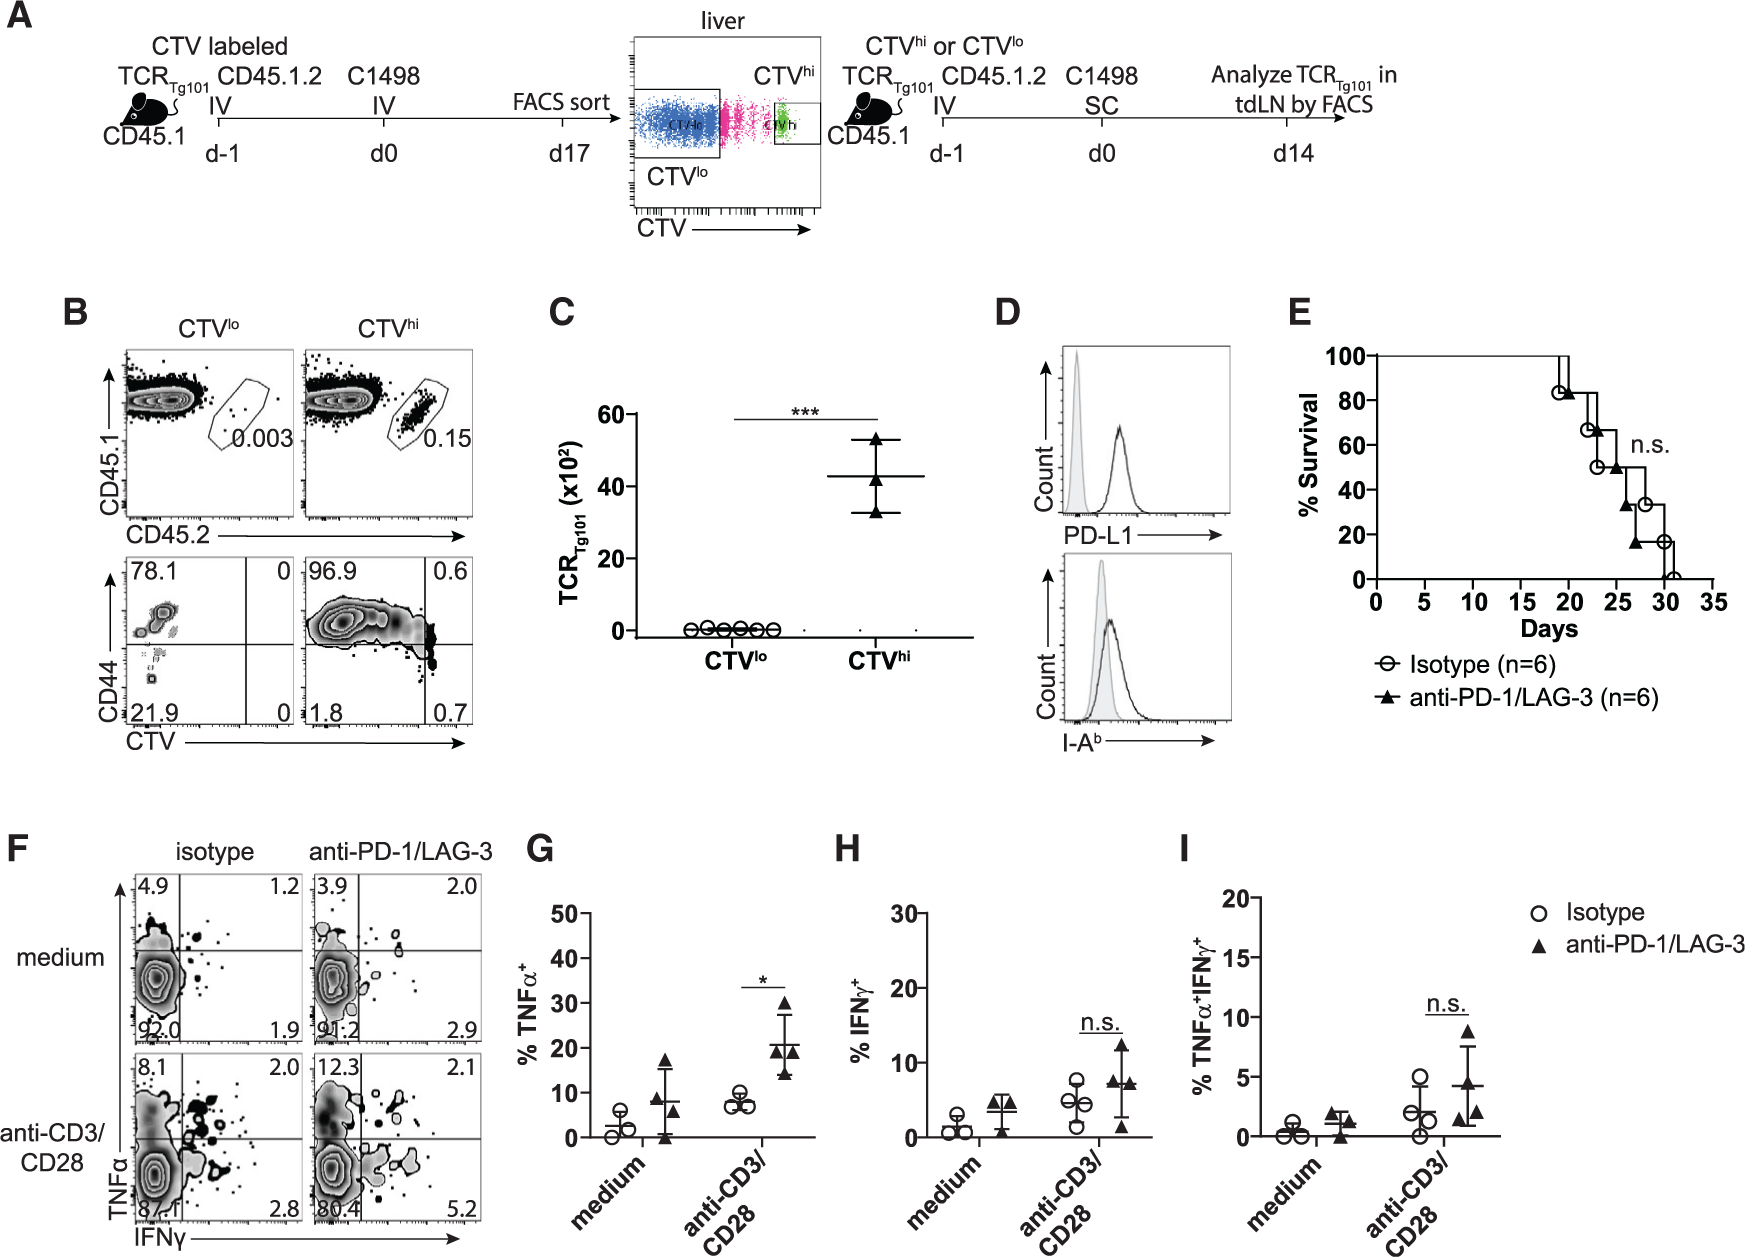
The exhausted TCR_Tg101_ phenotype is profound (A) Experimental design: 8 × 10^6^ CTV-labeled TCR_Tg101_ (CD45.1.2) were transferred into B6.SJL (CD45.1) mice followed by i.v. challenge with C1498 leukemia cells 1 day later. Naive (CTV^hi^) or exhausted (CTV^lo^) TCR_Tg101_ were isolated from livers of day-17 leukemia-bearing mice by FACS and were separately transferred into secondary B6.SJL hosts. These B6.SJL mice received a s.c. C1498 cell (10^6^) challenge the following day. On day 14, numbers and CD44 expression of TCR_Tg101_ in tdLNs were analyzed by flow cytometry. (B) Representative FACS plots showing CTV dilution and CD44 expression of TCR_Tg101_ in tdLNs of secondary B6.SJL mice with s.c. C1498 tumors. (C) Quantified data showing numbers of TCR_Tg101_ in tdLNs of secondary B6.SJL mice with s.c. C1498 tumors. (D) Expression of PD-L1 and I-A^b^ on C1498 cells when analyzed directly ex vivo. Shaded histograms represent staining with appropriate isotype control antibodies. (E) TCR_Tg101_ (8 × 10^6^) were adoptively transferred into C57BL/6 mice. 1 day later, mice were challenged i.v. with C1498 cells (10^6^) and were treated with anti-PD-1 and anti-LAG-3 or isotype control antibodies. Survival was assessed. (F–I) Cytokine production by TCR_Tg101_ in leukemia-bearing mice treated with 4 doses of isotype control or anti-PD-1/anti-LAG-3 antibody therapy. Mononuclear cells isolated from livers on day 16 were restimulated *ex vivo* with anti-CD3 and anti-CD28 antibodies and cytokine production was assessed. Gating was performed on TCRβ^+^CD8^+^CD45.1.2 cells (TCR_Tg101_). (F) Representative FACS plots showing TNFα and IFNγ production by TCR_Tg101_. Quantitative data are shown in (G)–(I) as mean ± SD. Data are pooled from 2 independent experiments with 2 to 3 mice/group. *p < 0.05; ***p < 0.001; n.s., not significant.

**Figure 5.**
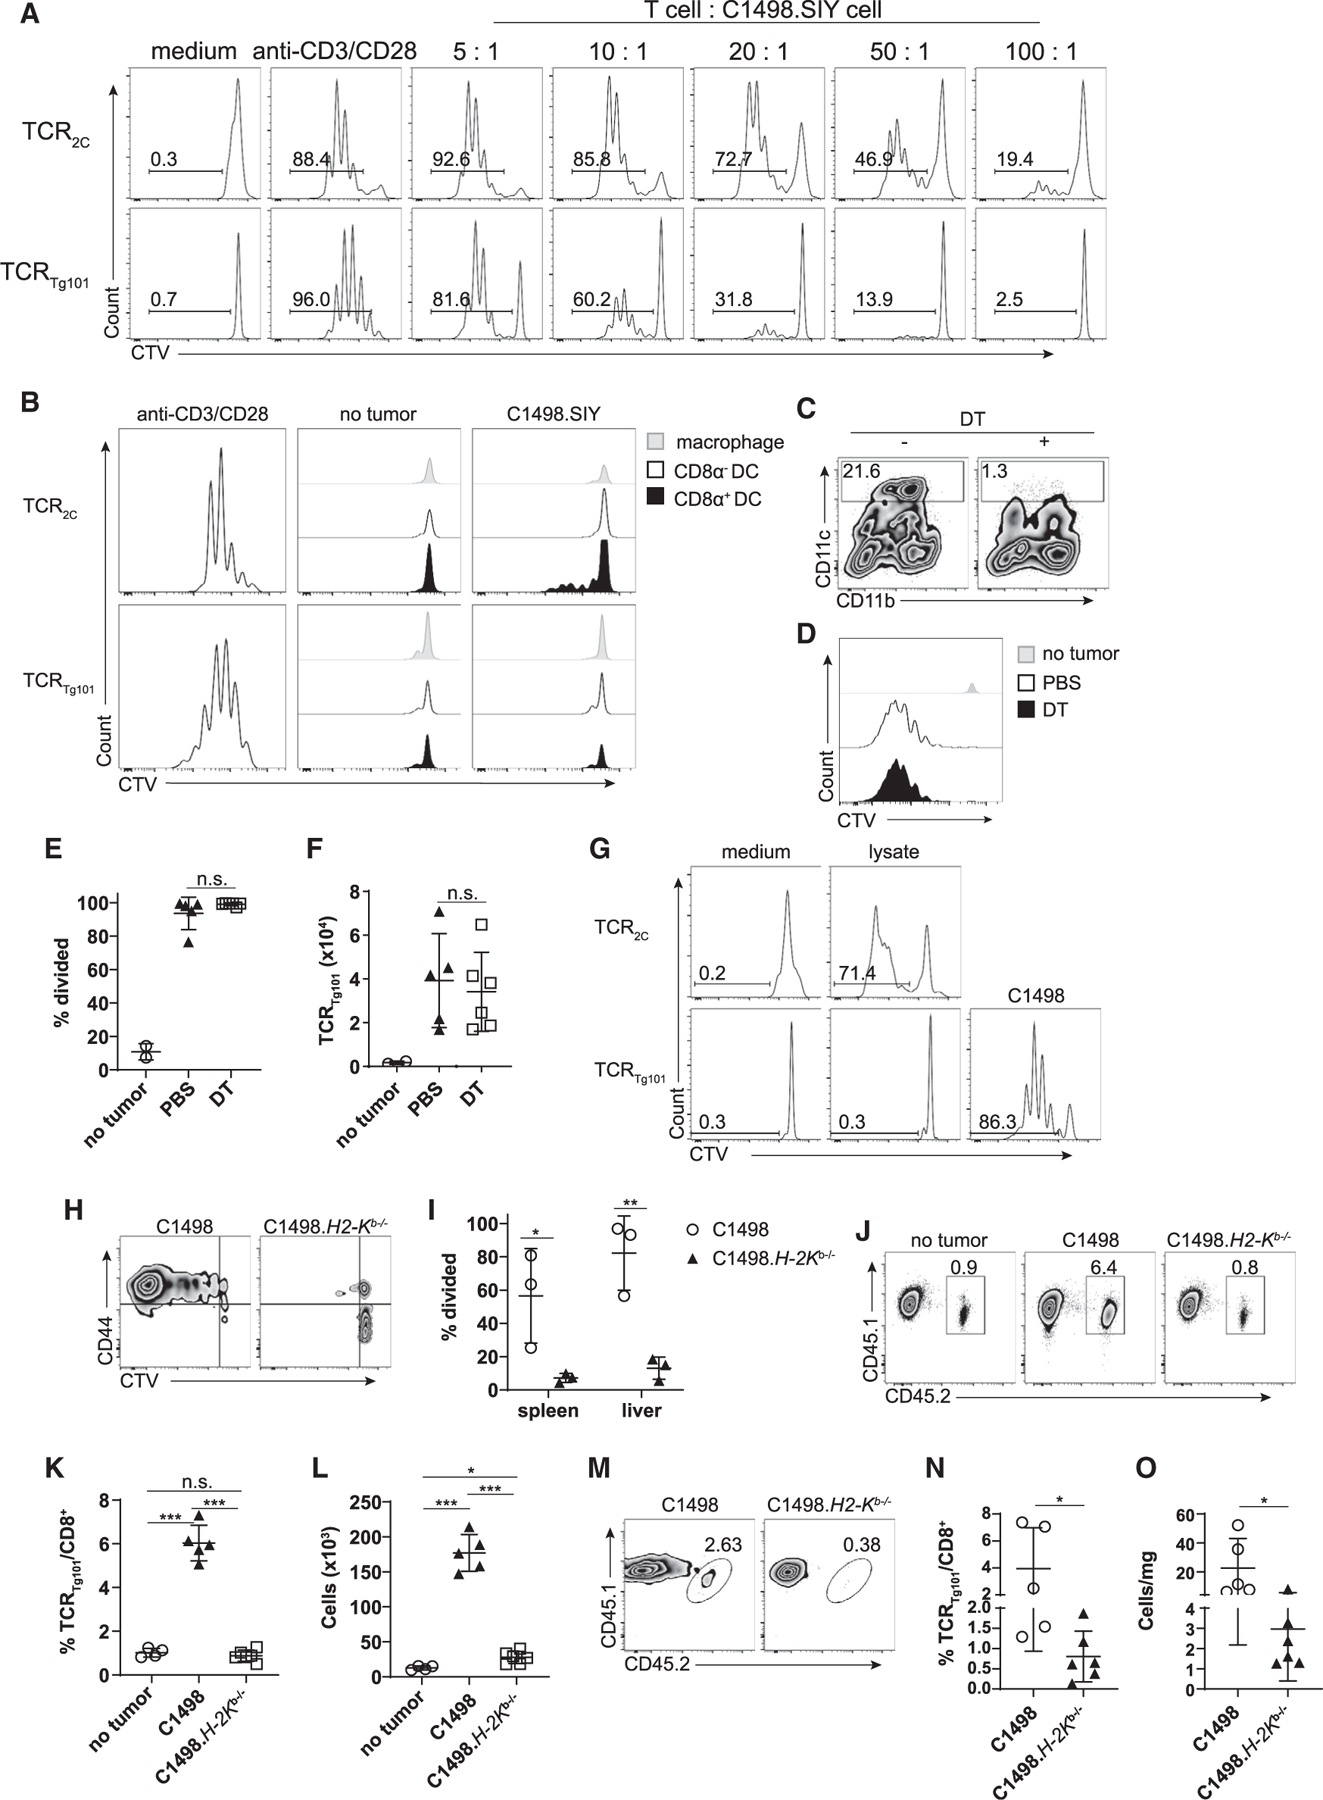
Direct antigen presentation by leukemia cells is required for *in vivo* antigen recognition by TCR_Tg101_ (A) TCR_2C_ or TCR_Tg101_ (1 × 10^5^) were CTV-labeled and cultured *in vitro* with C1498.SIY cells at various ratios for 72 h, at which point TCR_2C_ and TCR_Tg101_ proliferation, as measured by CTV dilution, was assessed by flow cytometry. TCR_2C_ and TCR_Tg101_ stimulated with anti-CD3 and anti-CD28 antibodies or left unstimulated served as positive and negative controls for proliferation, respectively. (B) CTV dilution profiles of TCR_2C_ or TCR_Tg101_ cultured for 72 h with CD8α^+^ DCs, CD8 α^−^ DCs, or macrophages isolated from spleens of naive C57BL/6 mice or C57BL/6 mice challenged 3 h earlier with C1498.SIY cells i.v. (C–F) CTV-labeled TCR_Tg101_ (CD45.1.2) were adoptively transferred into CD11c-DTR bone marrow chimeric mice (CD45.2) that received DT or PBS prior to and following i.v. C1498 cell challenge. (C) Representative FACS plot showing frequencies of CD11c^+^ cells in spleens of CD11c-DTR bone marrow chimeras after DT or PBS treatment. Gating was performed on live CD3^−^CD19^−^CD11c^+^ cells. (D) Representative FACS plots showing CTV dilution of TCR_Tg101_ (TCRb^+^CD8^+^CD45.1.2 cells) in livers of naive or C1498 cell-challenged CD11c-DTR bone marrow chimeric mice (treated with DT or PBS) at day 12. (E and F) Quantitative data from (D) are shown. (G) CTV dilution profiles of TCR_2C_ and TCR_Tg101_ cultured with BMDCs pulsed with C1498.SIY or C1498 cell lysates, respectively. CTV dilution profile of TCR_Tg101_ cultured with live C1498 cells was included as a positive control (lower right). Representative FACS plots are shown. (H and I) 2 × 10^6^ CTV-labeled TCR_Tg101_ (CD45.2) were transferred i.v. into B6.SJL (CD45.1) mice followed by an i.v. challenge with 10^6^ C1498 or C1498.H2-Kb^−/−^ cells the following day. On day 18, TCR_Tg101_ proliferation was assessed. (H) Representative FACS plots showing CTV dilution and CD44 expression on TCR_Tg101_ in livers of mice previously challenged with C1498 or C1498.H2-Kb^−/−^ cells. (I) Quantitative data from (H) are shown. (J–L) 2 × 10^6^ CTV-labeled TCR_Tg101_ (CD45.1.2) were transferred i.v. into B6.SJL (CD45.1) mice followed by a s.c. challenge with 10^6^ C1498 or C1498.H2-Kb^−/−^ cells the following day. 14 days later, TCR_Tg101_ frequencies and numbers were assessed in tdLNs and tumors. (J) Representative FACS plots showing TCR_Tg101_ frequencies in tdLNs of mice with s.c. C1498 or Kb^−/−^ C1498 tumors. (K and L) Quantitative data showing frequencies (K) and numbers (L) of TCR_Tg101_ in tdLNs of mice with s.c C1498 or Kb^−/−^ C1498 tumors. (M) Representative FACS plots showing TCR_Tg101_ frequencies among total CD8^+^ T cell populations in s.c. C1498 or Kb^−/−^ C1498 tumors. (N and O) Quantitative data showing TCR_Tg101_ frequencies (N) and numbers/mg of tumor tissue (O). Data are representative (I) of or pooled (E–F, K–L, and M–O) from 2 independent experiments with 3 mice/group and presented as mean ± SD. *p < 0.05; **p < 0.01; ***p < 0.001; n.s., not significant.

**Figure 6.**
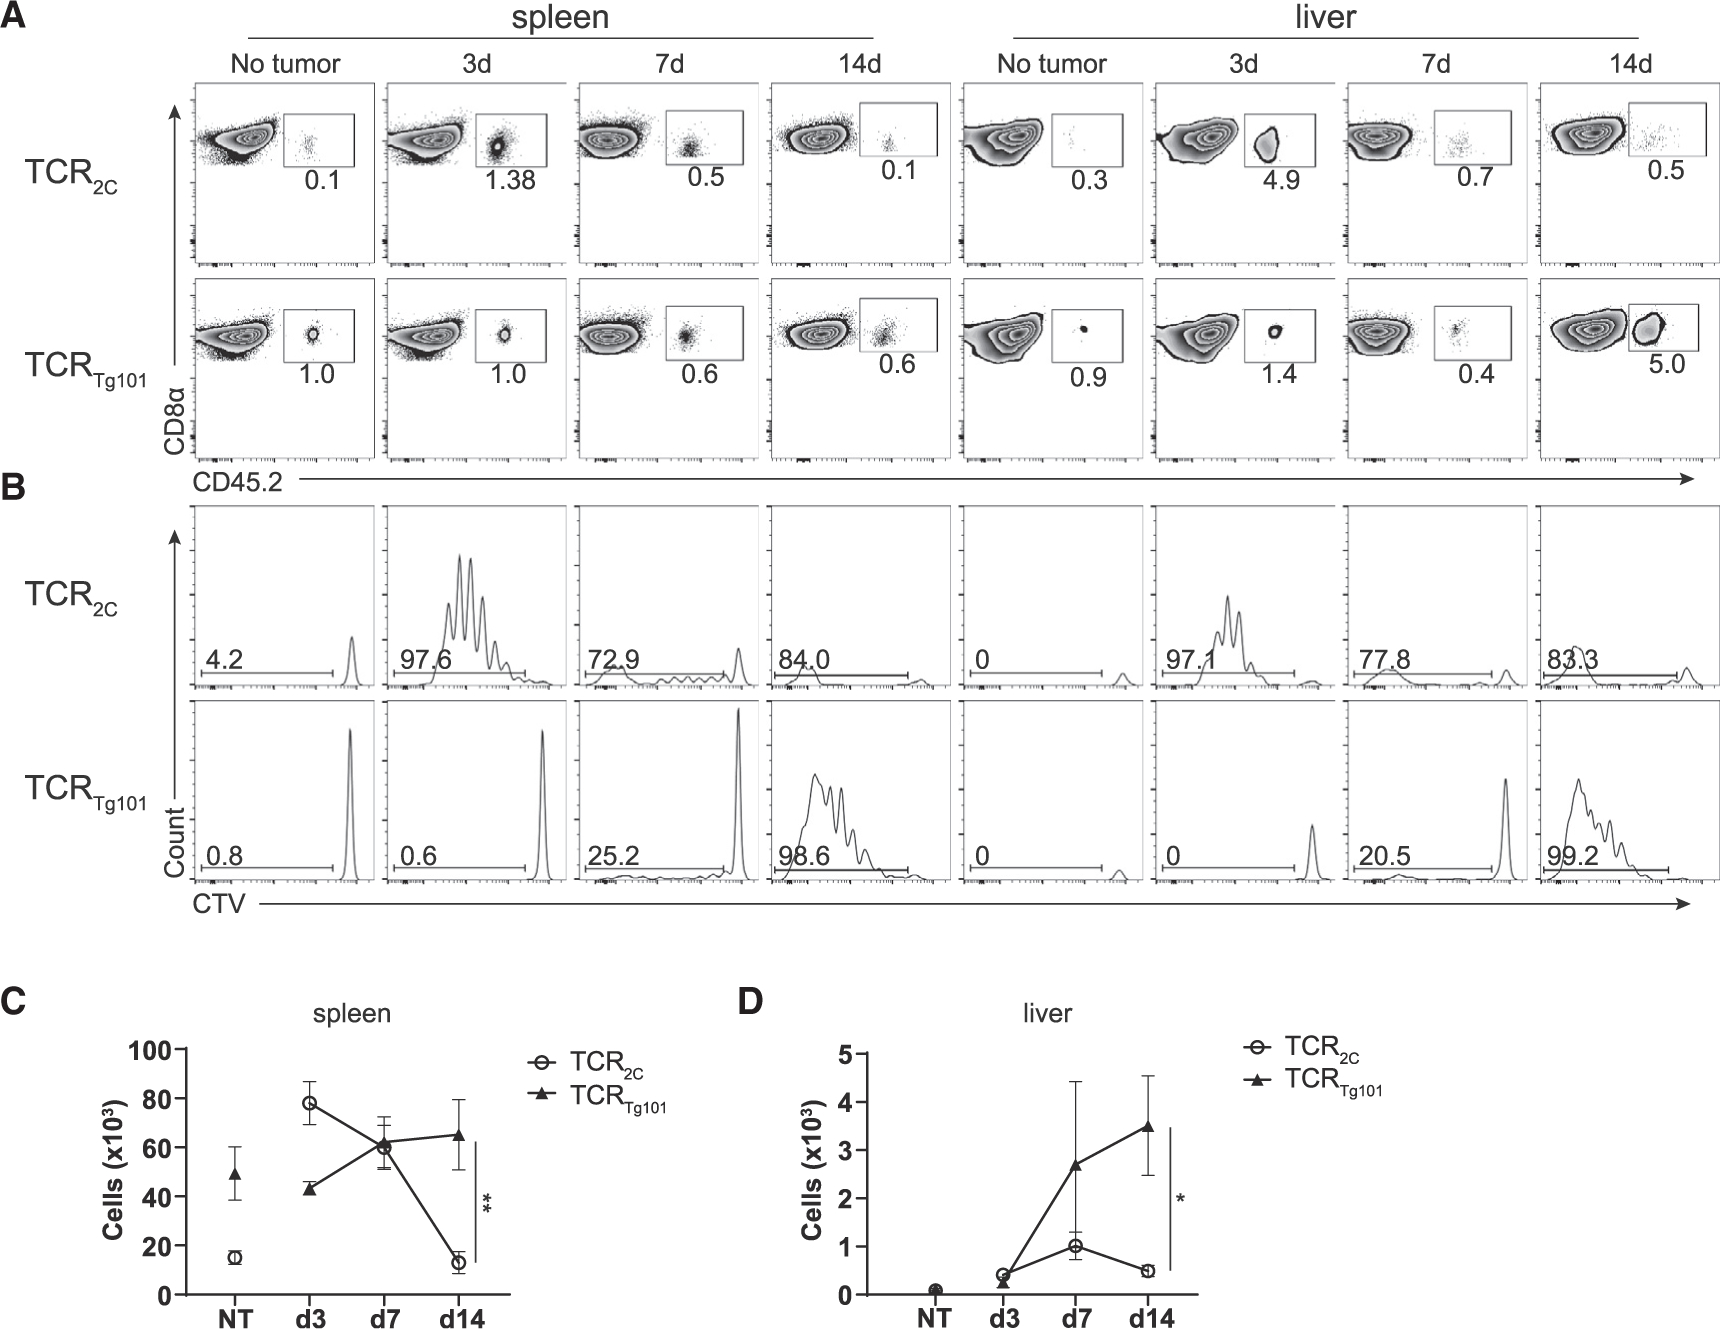
Disparate fates of leukemia-specific CD8^+^ T cell clones CTV-labeled TCR_Tg101_ (CD45.2) or TCR_2C_ (CD45.1.2) (10^6^ each) were adoptively transferred into individual B6.SJL (CD45.1) mice 1 day prior to i.v. challenge with C1498.SIY cells. (A and B) Representative FACS plots depicting the frequencies (A) and CTV dilution profiles (B) of TCR_Tg101_ and TCR_2C_ in spleens or livers of leukemia-bearing mice at the indicated time points. (C and D) Numbers of TCR_Tg101_ and TCR_2C_ in spleens (C) and livers (D) of leukemia-bearing mice at the indicated time points. Data are pooled from 2 independent experiments with 2 to 4 mice/group and presented as mean ± SD. *p < 0.05; **p < 0.01.

**KEY RESOURCES TABLE:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER

Antibodies		

CD45.2	Biolegend	Clone: 104; Cat# 109820; 109806; 109814
CD45.1	Biolegend	Clone: A20; Cat#110722; 110706; 110708; 110714
CD3e	Biolegend, BioxCell	Clone: CD3e (145–2C11); Cat#100204; BE0001–1
TCRβ	Biolegend	Clone: H57–597;Cat#109208
CD8α	Biolegend; eBioscience	Clone: 53–6.7; Cat# 100744; 100734; Cat #45–0081-82
CD4	Biolegend	Clone:RM4.5; Cat#100528
Thy1.2	Biolegend	Clone: 30-H12; 105326
CD11b	Biolegend	Clone:M1/70; Cat#101263
H2-D^b^	Biolegend	Clone:KH95; Cat# 111507
H2-K^b^	Biolegend	Clone: AF6–88.5; Cat#116518
I-A^b^/I-E^b^	eBioscience	Clone: (M5/114.15.2); Cat#17–5958-82
PD-1	eBioscience	Clone: RMP1–30; Cat#25–5982-82
TIM3	Biolegend	Clone: RMT3–23; Cat#119704
LAG-3	Biolegend; BioXcell	Clone: C9B7W; Cat#125210; BE0174
TIGIT	eBioscience	Clone:GIGD7;Cat# 12–9501-82
TNFα	eBioscience	Clone:Mp6-XT22; Cat#12–7321-82
IFNγ	BD	Clone: XMG1.2; Cat#554413
Granzyme B	Biolegend	Clone: QA16A02; Cat#372211
B220	Biolegend	Clone:RA3–6B2; Cat#103206
CD44	Biolegend	Clone: IM7; Cat#103030
CD62L	Biolegend	Clone: Mel-14;
CD69	Biolegend	Clone: H1.2F3;
CD11c	Biolegend	Clone: HL3;
Eomes	Biolegend	Clone: Dan11mag;
T-bet	Biolegend	Clone: 4B10;
Egr2	Biolegend	Clone: erongr2;
TOX	Miltenyi	Clone: REA473; Cat#130–118-474
CD28	BioXCell	Clone: PV-1; Cat#BE0015–5
CD16/32	Bio X Cell	2.4g2;Cat# BE0307

Chemicals, peptides, and recombinant proteins		

PMA	Sigma	Cat# P1585
ionomycin	Sigma	Cat# I0634
CellTrace Violet Cell Proliferation Kit, for flow cytometry	Invitrogen	Cat# C34557
APC BrDU Kit	BD	Cat# 552598
Foxp3 staining kit	eBioscience	Cat#00–5523–00
LIVE/DEAD Fixable Near-IR Dead Cell Stain Kit	Invitrogen	Cat#L10119
1X DPBS GIBCO 14190–250	GIBCO 14190–250	Cat#14190–250
RPMI 1640	GIBCO	Cat#11875–119
DMEM	GIBCO	Cat#11965–118
Fetal Bovine Serum	Gemini	Cat#100–106
Penicillin/Streptimycin	GIBCO	Cat#15140–122
0.05% Trypsin EDTA		Cat#25300062
Dnase I	Roche	Cat#10104159001
Collgenase IV	Sigma	Cat#C5138
IL-2	Biolegend	Cat#575402
IL-7	Peprotech	Cat#217–17
IL-15	Biolegend	Cat#566301
GM-CSF	Biolegend	Cat#576304
CD8a Microbeads (mouse)	Miltenyi	Cat#130–117–044
Venor GeM Mycoplasma Detection Kit, PCR-based	Sigma	Cat#MP0025–1KT

Experimental models: Cell lines		

C1498	ATCC	Cat#TIB-49
C1498.SIY	This lab	Zhang et al., 2009
C1498.B7.1	This paper	N/A
B16.F10	A gift from Thomas Gajewski, University of Chicago	N/A
EL4	A gift from Thomas Gajewski, University of Chicago	N/A
C1498.*H2-K^b−/−^*	This lab	Kline et al., 2018
C1498.*H2-D^b−/−^*	This paper	N/A

Experimental models: Organisms/strains		

C57BL/6	Taconic	Cat# B6
B6.SJL-*Ptprc*^a^/BoyAiTac	Taconic	Cat# 4007
*Rag2^−/−^*	Taconic	Cat# RAGN12
2C TCR transgenic mice	Thomas Gajewski lab	Sha et al., 1988
CD11cDTR/GFP B6.FVB-Tg (*Itgax^DTR-EGFP^*)	Jackson Laboratory	Cat# 004509
*Batf3^−/−^*	Jackson Laboratory	Cat# 013755

Oligonucleotides		

Primer XmaI-intron-Va10 forward	IDT	5′CATCTCCCGGGGCCACACAAG CACCATGAAGAGGCTGCTGTGCTCTCTGC3′
Primer SacII-intron-TRAJ9 reverse	IDT	5′CACCGCGGTAATTTAAATCAAGT TTCTCATTGCACTCACTTGGA TCAACCAACAAGCTTGTTCCTG3′
Primer XhoI-intron-TRBV5 forward	IDT	5′AGCCACCTCGAGCCTGATTCCACCATG AGCTGCAGGCTTCTCCTCTATGTTTC3′
Primer SacII-intron-TRBJ1–6 reverse	IDT	5′CTGCAACCGCGGTCAGAAATGGAGCCCC CATACCTGTCACAGTGAGCCGGGTGCCTG3′

Recombinant DNA		

pTα and pTβ cassettes	Diane Mathis lab	Kouskoff et al., 1995
pLEGFP-N1	Clontech	6059–1

Software and algorithms		

Flowjo_V10	Treestar	Version 10; https://www.flowjo.com/
Prism	GraphPad	Version 8; https://www.graphpad.com/scientific-software/prism/
Adobe Illustrator	Adobe	Version 25.3.1, https://www.adobe.com/

Deposited data		

RNA-Seq	This paper	GEO # GSE186268

How the deposited data were processed for this re-analysis (not part of the article)

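RNA-seq was analysed for TCR_Tg101_ from control mice, from livers of leukemia-bearing mice at early, mid and late time points, and from undivided cells at day 18. These are the 11 libraries of Figure 3. The labels also list 3 spleen libraries of leukemia-bearing mice (2 early and 1 at day 14) and 1 day 0 control library made with oligo-dT priming, which gave 15 libraries and 26 runs in all. The spleen libraries are used only in the closing section, and the oligo-dT library only for the counts per library there. The samples were grouped by their labels and the paper, and the number of libraries per group matched Figure 3B.

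The authors sequenced low-input RNA libraries in 2 batches and quantified transcripts with kallisto. The deposited values are kallisto's estimated counts per transcript (expected counts, not whole numbers) and the deposited TPM, which are normalized for length and depth. The paper's text does not name the libraries of each batch. The series in the sample titles was taken as the batch. Estimated counts were summed over the transcripts of a gene and rounded to whole numbers. Transcripts were matched to GENCODE vM21 (GRCm38), which may not be the annotation the authors used, and covered 98.18% of the transcripts and 98.95% to 99.25% of the counts of each run, in 35865 genes. Kallisto divides reads among similar transcripts, so counts of genes with near-identical copies carry an error that the tests do not include. The deposited TPM served only for an alternative in which counts were scaled from them.

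Runs of one library were summed. Depth, as the total of estimated counts, had a median of 37454771 over the 11 libraries. Counts of this size make counting error small for most genes, and the number of libraries per group (1 to 3) limits the precision. The paper's text mentions no molecular identifiers, so reads are not taken as independent molecules. Genes with at least 10 counts in at least 6 libraries were kept, the rule stated in the paper's methods, which left 14600 genes here and 11,164 in the paper, and TMM factors ranged from 0.754 to 1.12. Tests used edgeR 4.0.16 (quasi-likelihood, robust, two-sided) in R 4.3.3, with the group and the series in a model of all 11 libraries, so that all groups shared one estimate of the spread. P-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The standard errors given with edgeR's log2 fold changes were derived from its test. Each is the absolute log2 fold change divided by the square root of the F statistic, so it carries the shared spread. DESeq2 1.42.0, which the authors used, gave the Wald test of the alternatives and the rlog values. The removeBatchEffect function of limma 3.58.1 removed the series effect before the principal components, the distances and the network. Log2 CPM used a prior count of 2. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 made the network, the tables and the plots. The network used signed topological overlap with a soft power of 14 and average linkage into 12 clusters.

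The sample mapping, the designs, the main settings, most alternatives and the rule for named genes were fixed before the data were examined. The rule named every gene that the text or Figure 3F names for these data, and the 5 genes with the largest rise and the 5 with the largest fall from control to late libraries. The latter had to have an adjusted p under 0.05, a mean log2 CPM of at least 5 and no overlap between late and control libraries, which 2073 genes met (1326 up and 747 down). The alternatives were DESeq2's test, RLE normalization, no series term, other count filters, other control groups, single runs, counts scaled from TPM, the libraries of 2 groups only, and each replicate left out. A further 10 alternatives were added after the data were seen. After the paper's Table S1 had been seen, 31 settings besides the main one were compared with it, only some of them among these alternatives.

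The tests were tried on simulated data with 200 changed genes. For late versus control, edgeR recovered 71.5% of genes changed by a log2 fold change of 2 (14232 genes simulated) and 99.5% of those changed by 4 (14227 genes), with 1.4% and 2.9% of its calls false. For early versus control it recovered 78.0% (14245 genes) and 99.5% (14244 genes), with 4.9% and 7.4% false. For mid versus control it recovered 83.0% (14233 genes) and 100% (14232 genes). DESeq2 recovered 81.0% to 100% in these simulations with 12.4% to 23.1% of its calls false. Both early libraries were given the same change, unlike the real pair, so the early shares do not give the power of the real test. Each gene was drawn with the spread typical of its level, and far fewer genes changed than in the data. The shares of false calls therefore need not hold for the real calls of either tool. The network step put 100% of the simulated rising genes in 1 cluster and 100% of the falling genes in another. Whether unrelated genes stayed out of these clusters was not scored, and no transient genes were simulated.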

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

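The results below are signals in libraries that the paper does not report on or in genes that its text does not discuss. The test of the library series for *Xcl1*, *Ccl4* and *Tnfrsf9* and the comparison of marker genes with single control libraries were chosen only after the result was seen, and the other tests were set before the value each one measures was known.

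The day 14 spleen library of a leukemia-bearing mouse lay at 0.438 on the line from the controls (0) to the mid and late liver libraries (1), above every control library, the highest of which was at 0.206. It is a single library with no replicate. At equal depth its position was 0.452, so a difference in depth does not account for it. Of the marker genes of hepatocytes, B cells, myeloid and erythroid cells, the largest excess of a set over the highest control, for B cells, was -0.336 log2 units. The myeloid set had a mean log2 CPM of 1.83 in this library, above the day 18 control (0.25), but the day 0 controls, with 3.84 and 5.86, lay at 0.0648 and -0.0987. RNA of these 4 cell types therefore does not account for the position, and other cell types were not tested. In this library *Pdcd1* was at 34.6 CPM and *Gzmb* at 122.8.

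*Alb*, the gene for albumin, was at 95.18 CPM in late replicate 2, against 0.0357 CPM or less in the controls, and at 69.97 CPM in mid replicate 3. The other mid and late libraries had 23.2, 8.31 and 0.864 CPM. Averaged over 8 hepatocyte markers, the 5 mid and late libraries had 13.75 CPM. This is above the level of 1 CPM set as low, but *Alb* ranked between 2107 and 11817 among the genes of these libraries, so hepatocyte RNA may be present in a small amount. The mean over the markers is not specific to liver, as it was 41.1 CPM in control replicate 2 and 2.88 and 0.205 in the other controls. The mean log2 CPM of the markers was at most -1.24 in the controls and reached 4.50 in late replicate 2 and 3.94 in mid replicate 3. The rise of genes in liver libraries over spleen controls can therefore not be fully told apart from RNA of liver cells for genes that hepatocytes express. Over the early, mid and late liver libraries this mean broadly followed the position of the library, from -1.29 in early replicate 2 to 4.50 in late replicate 2. The exceptions were mid replicate 2, with -1.15 at a position of 0.989, and late replicate 1, with 2.77 at 1.04 against 3.94 at 0.978 in mid replicate 3.

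Early spleen replicate 2 had 4526 CPM in total on 1407 olfactory receptor genes, against 217.6 to 1031.5 CPM in the other libraries. It was 4.39 times the next highest library, under the factor of 5 set for reads from genomic DNA, a criterion this library came near. At an equal depth of 22679629 counts it had 19970 genes with at least 10 counts, against 13098 to 14673 in the others, so depth does not account for it. It is itself the library of the lowest depth. The design gives no biological explanation that was tested.

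Among the genes with the largest rise, *Xcl1*, *Ccl4* and *Tnfrsf9* are not discussed in the paper's text, although its Table S1 lists *Xcl1* and *Ccl4*. Their log2 fold changes, late versus control, were 9.02, 6.59 and 6.41 (adjusted p 0.0147, 0.0194 and 0.0165 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with both late libraries above all 3 controls for each gene. With 1 control library left out, the adjusted p-values of the 3 genes ranged from 0.0273 to 0.0857, and all were above 0.05 without control replicate 2. If liver cells other than T cells were the only source, the day 14 spleen library would lack the rise. All 3 genes were above every control there, at 67.8, 14.5 and 142.1 CPM against at most 2.67, 8.23 and 16.1. The excess was small for *Ccl4*, whose late libraries had 107.9 and 703.3 CPM, so a contribution of liver cells is not excluded. Within each library series the late library was above every control for 3 of the 3 genes. The genes had been chosen for having no overlap between late and control libraries, so this could not have come out otherwise and shows nothing about the series. Both series hold control and late libraries and the series is a term of the model. In TMM-scaled CPM, *Xcl1* was at 1.10 in the control and 1718 in the late library of the TG series, and at 0.399 and 2.39 in the controls and 309.5 in the late library of the XC series.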

How the results depend on the processing

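Without the series term, 1385 genes changed in mid versus control (all 1385 among the 4567), 2693 in late versus control (2688 among the 5475), 4475 in mid and late together and 2843 in any comparison. The share of higher genes in mid versus control was then 65.2%, against 55.4%. With the day 0 controls only, 2373 genes changed in mid and 20 in early versus control. With DESeq2's Wald test, 350 genes changed in early versus control, 465 in mid versus early, 2017 in late versus early, 32 in late versus mid, 16 in early spleen versus control and 62 in early liver versus early spleen, all 0 with edgeR. In simulated data DESeq2 had a higher share of false calls than edgeR. Only 200 genes were changed there and both early libraries alike, so that share need not hold for these calls. Without a count filter these comparisons gave 1480, 1421, 2657, 434, 642 and 984 genes. With the undivided library among the controls, 1 gene changed in mid versus early and 684 in late versus early. For late versus early, RLE normalization gave 17 genes and the first runs alone 21. For late versus mid, the libraries of the 2 groups alone gave 5. At an unadjusted p under 0.05 the comparisons of early spleen with control and with early liver had 855 and 1252 genes. The cause of these differences was not tested.

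With 1 control library left out, 0 to 20 genes changed in early versus control, 19 to 4191 in late versus control and 0 in early spleen versus control (241 to 1087 at an unadjusted p under 0.05). With 1 control or mid library left out, 0 to 3153 changed in mid versus control. With 1 mid library left out, 0 to 6 changed in mid versus early and 0 in late versus mid (393 to 746 at an unadjusted p under 0.05). With 1 control, mid or late library left out, 4558 to 7604 changed in mid and late together versus control. A library was not left out where its group would have kept only 1. Late versus control had 19 genes without control replicate 2, the only control of the TG series. An alternative chosen after the data were seen left out an early library, which is in neither group, and raised the counts to 5987 and 5976 (mid) and 6730 and 6720 (late). Another, with the XC series only, gave 0 genes for mid versus control. A share of 60.9% was higher in mid and late together without control replicate 2, against 49.5% with it. No paired analysis was possible because the labels give no replicate numbers shared between the groups.

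The first principal component held 65.6% of the variance with log2 CPM, 60.2% with the series effect kept and 77.7% with the 500 most variable genes. The cluster of the control mice held the same number of libraries, 5, under each of the 5 alternatives, and the early libraries kept their order. Of 52 values of the other positions and the second component's share, 49 moved by less than the spread between replicates and 3 moved by more. Ward linkage put 2189 genes in the 2 largest clusters, and the 5 other alternatives 6955 to 7270.

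For the 47 named genes, late versus control, 5 alternatives had been set beforehand besides leaving out replicates, namely DESeq2's test, RLE normalization, no series term, the day 0 controls only and the first run only. Of the 235 values under them, 211 kept their direction and side of the threshold, 16 lost and 8 gained an adjusted p under 0.05. Other alternatives, among them no count filter, are not part of this count. With a control replicate left out, 90 of 141 values kept both, 1 gained significance and 50 lost it, among them, without control replicate 2, all 36 that had passed with all libraries. With a late replicate left out, 1 late library remained, so these values were not judged by a test. Of those 94 values, 86 moved by less than the spread between replicates and 7 by more. *Klrg1* reversed, from a log2 fold change of 0.94 to -0.17 without late replicate 1, in a range of -0.17 to 1.99 over the 5 fits that each left out a control or late library. The cause was not tested. Under the alternatives added after the data were seen, controls of day 18 with the undivided library left 34 of 47 values on their side of the threshold, with 11 weaker and 2 stronger. Controls of day 18 only, a single library and so not judged by a test, moved 19 of 47 by more than the spread.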

Differences from the paper's values

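The paper's total of genes changed in any pairwise comparison is 4,075, and 6260 genes were found here. Of the alternatives set before the data were examined, those without the series term (2843), with the day 0 controls only (4510), with the first run (5835) or second run only (5354) and with counts scaled from TPM (5677) came within a factor of 1.5 of the paper's total. DESeq2 (7242), RLE normalization (6282), edgeR's own filter (6221), no filter (7547) and the undivided library as a control (7052) did not. Of the 5 further DESeq2 settings, chosen after seeing the values, the one without the series term (5478) came within that factor and the others (6336, 7953, 6742 and 6332) did not.

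The paper's 2 largest clusters hold 4,269 genes, and here they held 7255. The networks differed in size, with 5,582 genes in the paper and 7300 here, and the shares in the 2 clusters were 76.5% in the paper and 99.4% here. None of the alternatives set before the data were examined closed the gap in number: soft powers of 8 (7123) and 20 (7251), 30 clusters (6955), Ward linkage (2189), the series effect kept (7270) and log2 CPM (7256).

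For late versus control, the paper's Table S1 gives a log2 fold change of 7.98 for *Gzma*, and it was 5.26 here. Without control replicate 1 it was 6.52, within the error, and no other alternative set before the data were examined closed the gap. Controls of day 18 only (8.37), or of day 18 with the undivided library (7.94), both with RLE normalization and both chosen after seeing the values, closed it. For *Nr4a1* the paper's value is 2.33 against 0.77 here. Only those same controls, chosen after seeing the values, came within the error (2.08 and 1.82). For *Nr4a2* the paper's value is 5.97 against 4.17, and no alternative closed the gap. For *Nfkb1* it is 1.40 against 0.90. The fit without the series term (1.01) came within the error, but lay closer to 0.90 than to 1.40. For *Itch* the paper's value is -2.08 against -1.21. The fits without the series term (-1.24), with day 0 controls only (-1.30), with the first run only (-1.26), and without control replicate 1 (-1.32), control replicate 3 (-1.30) or late replicate 1 (-1.39) came within the error, and DESeq2 and RLE normalization (-1.18 each), and the fits without control replicate 2 (-0.84) or late replicate 2 (-1.03), did not. All these *Itch* values lay closer to -1.21 than to -2.08, so coming within the error does not account for the gap. For *Itgae* the paper's value is -5.19 against -4.14. The fit without late replicate 2 (-4.63) was the only one to come within the error.

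The paper reports *Nr4a* family members, *Egr3* and *Cblb* among the upregulated genes and *Tcf7* among the downregulated genes. Here the adjusted p in late versus control, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless DESeq2 is named, did not pass 0.05 for *Nr4a1*, *Nr4a3*, *Egr3*, *Cblb* and *Tcf7*, nor for *Egr2*, which the discussion names. For *Tcf7* the paper's own value for late versus control in Table S1, a log2 fold change of -0.97 with an adjusted p of 0.0511, does not pass either, and the table lists *Tcf7* as changed in mid versus control. Over all settings with more than 1 control and more than 1 late library, it ranged from 0.0308 to 0.788 for *Nr4a1*, 4.81e-14 to 0.278 for *Nr4a3*, 9.57e-20 to 0.175 for *Egr2*, 1.48e-09 to 0.416 for *Egr3*, 0.0222 to 0.4 for *Cblb* and 0.00542 to 0.279 for *Tcf7*. Without a count filter all of these genes passed. With DESeq2's Wald test in the same model *Egr2* (0.0141) and *Egr3* (0.0123) passed. *Egr2* passed with RLE normalization (0.0486) and without the series term (0.0433). With the undivided library as a control *Egr2* (0.0316) and *Cblb* (0.0447) passed. With only the libraries of the 2 groups *Nr4a3* (0.00345), *Egr2* (0.0103), *Egr3* (0.00797) and *Tcf7* (0.0114) passed.

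Among settings chosen after seeing the values, leaving out early replicate 1 or 2 brought *Nr4a3* (0.0104 and 0.0109), *Egr2* (0.00558 and 0.00627), *Egr3* (0.0188 and 0.0200) and *Tcf7* (0.00542 and 0.00551) past the threshold. DESeq2 without the series term did so for *Nr4a3* (0.0266) and *Egr2* (0.00245), DESeq2 with the day 0 controls for *Egr2* (0.000375) and *Egr3* (0.00426), DESeq2 with the undivided library as a control for *Nr4a3* (0.0322), *Egr2* (0.000553), *Egr3* (0.0307) and *Cblb* (0.0222), DESeq2 on the first run for *Nr4a3* (0.0432), *Egr2* (0.0143) and *Egr3* (0.0107), and DESeq2 on the second run for *Egr2* (0.0185) and *Egr3* (0.0148). Controls of day 18 with the undivided library, under RLE normalization, did so for *Cblb* (0.0238).

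In mid versus control libraries the paper's Table S1 lists *Nr4a1*, *Cblb* and *Tcf7* as changed, and their adjusted p-values were 0.0797, 0.111 and 0.0829 here. It also lists *Ikzf2*, for which the adjusted p here was 0.2 by edgeR's quasi-likelihood test. *Nr4a1* passed with DESeq2 (0.0467), without a count filter (1.43e-20), with the undivided library as a control (0.0360) and with only the libraries of the 2 groups (0.0402). *Cblb* passed without a count filter (0.0346) and with the undivided library as a control (0.0489), and *Tcf7* without a count filter (0.00641) and with only the libraries of the 2 groups (0.00834). Of the settings chosen after seeing the values, *Nr4a1* and *Tcf7* passed with early replicate 1 or 2 left out (0.0252 each for *Nr4a1*, 0.00372 and 0.00377 for *Tcf7*), and with DESeq2 on the first run (0.0279 and 0.0439), on the second run (0.0318 and 0.0420) and with the undivided library as a control (0.00663 and 0.0375). *Nr4a1* also passed with DESeq2 without the series term (0.0102), and *Cblb* with DESeq2 and the undivided library as a control (0.0191).

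The blue genes of Figure 3F include *Btla*, *Cd244a*, *Klrg1* and *Eomes*, which did not pass in late versus control (adjusted p 0.0962, 0.0645, 0.639 and 0.0544). No setting called *Klrg1* there. The others passed without a count filter (0.0484, 2.68e-10 and 2.84e-16) and with either early library left out, a setting chosen after seeing the values (0.0209 and 0.0208, 0.0167 and 0.0172, 0.0395 and 0.0396). *Btla* and *Cd244a* passed with only the libraries of the 2 groups (0.0259 and 0.0365), and *Cd244a* and *Eomes* with DESeq2 (0.00388 and 0.00135). *Cd244a* passed with the undivided library as a control (0.0451), and *Eomes* without the series term (0.0449), with the day 0 controls (0.0276), on the second run (0.0465) and without control replicate 3 (0.0281). *Cd244a* also passed with all 5 DESeq2 settings chosen after seeing the values (0.00503 to 0.0227) and with controls of day 18 and the undivided library (0.0295), and *Eomes* with 4 of those 5, the exception being the undivided library as a control.

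Figure 3F places *Nr4a3*, *Egr2* and *Il2* in the transiently upregulated cluster and *Nfkb1* in the transiently downregulated one. Here all 4 genes were in the rising cluster, and the mean of the early libraries lay between the control and mid means for *Nr4a3* (96.9 CPM), *Egr2* (46.5), *Il2* (15.9) and *Nfkb1* (85.9). Their late means were 39.2, 53.2, 9.81 and 153.4 CPM, each below the mid mean, and those of *Nr4a3* and *Il2* also below the early mean.

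The part of Table S1 read here lists 1953 genes, of which 1917 were matched. The paper calls 108 of them in early, 1417 in mid and 1583 in late versus control. Of the 104, 1388 and 1557 matched calls, 0, 1085 and 1223 were also called here, and 61, 1177 and 1287 with DESeq2. The count of 0 for early versus control stands beside 1493 genes with an unadjusted p under 0.05. The sign of the change was the same for 1706, 1788 and 1791 of the 1917 genes. After the paper's table had been seen, 31 settings besides the main one were compared with it, in part to look for a control group closer to the paper's. In late versus control the median absolute difference in log2 fold change was 0.1865 under the main setting, 0.4002 with day 18 controls and 0.1719, the smallest, with DESeq2 on the second run. Further day 18 settings among these 31, with single runs or without the series term, also came near the paper's values of *Gzma* (for example 8.05 on the second run with the undivided library and no series term) and *Nr4a1* (2.12 on the second run without the series term), and *Nr4a2* reached at most 5.01. The main setting was not changed.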

Other observations

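The test of donor sex for the split of the early libraries was chosen only after the result was seen, and the other tests were set before the value each one measures was known.

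Other splits of the libraries gave fewer changed genes. Of the 56 splits of the 8 control, mid and late libraries into 3 and 5, only 1, the real one, gave as many genes as the 7469 of mid and late versus control. The largest of the others, 1554 genes, was the split into the TG and XC series, fitted without the series term. Of the 10 splits of the 6 control and mid libraries, 1 gave as many as the 4567 genes of mid versus control, again the real one. With 10 splits the share cannot fall under 0.1.

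Genes higher in liver than in control libraries could reflect the tissue, since all controls were from spleen. If tissue alone set the position of a library, early liver replicate 2 would lie with the other liver libraries, but it lay at 0.102, among the controls. The day 14 spleen library lay between the groups, so a part of the difference that follows tissue is not excluded. Early liver and early spleen libraries did not differ at an adjusted p under 0.05 (0 genes, 1252 at an unadjusted p under 0.05), and this comparison includes the early library that lay with the controls.

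The split of the early liver libraries was tested against 3 technical explanations. At equal depth the distance between their positions was 101.8% of that at full depth, so depth does not account for it. Hepatocyte markers were 1.527 log2 units higher in replicate 1 than in replicate 2, above the difference of 1 set for RNA from other cells. The levels were low, with a marker mean of 1.33 and 0.442 CPM, and mid replicate 2, with a mean of 0.437 CPM, lay at 0.989, so hepatocyte RNA alone does not account for the split. The sex of the donors may also differ. The Y-linked gene *Ddx3y* was at 0.2 CPM in replicate 2 and 76.3 CPM in replicate 1. It was near 0 in the day 18 control (0.143 CPM) and the undivided library (0.139 CPM), which lay near the controls, but the day 0 controls, at 95.4 and 30.2 CPM, lay there too, so sex alone does not set the position. Early spleen replicate 1, of the same day as the early liver libraries, had 88.1 CPM and lay at 0.217. Among the liver libraries, early replicate 2 was the only one with *Ddx3y* under 1 CPM, so within the liver the split cannot be told apart from a difference in sex.

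Donor sex does not separate the controls from the leukemia-bearing libraries, as 2 of the 3 controls and all 5 mid and late libraries had *Ddx3y* above 1 CPM.

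The day 0 controls lay apart from the day 18 leukemia-free control on the second principal component. Adoptive transfer into a host, which the day 18 cells had undergone, was tested as an explanation. On that component late replicate 1 lay at 22.1, beside the day 0 controls (27.8 and 23.5), and mid replicate 2 at 4.52, although these cells had been transferred, so transfer alone does not set it. Over all genes, on the line from the day 0 controls (0) to the day 18 control (1), the early spleen libraries lay at 0.875 and 0.787, nearer day 18, and the other libraries of transferred cells at 0.601 to 1.03. Day 0 controls also had more erythroid RNA, with *Hbb-bs* at 8268 and 2007 CPM against 69.3 or less in the other libraries of Figure 3. Erythroid markers held 5.57% of the squared distance between day 0 and day 18, between the limits set for and against them, so erythroid RNA remains as a small part of the difference.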
